# Effects of glyphosate residues and different concentrate feed proportions in dairy cow rations on hepatic gene expression, liver histology and biochemical blood parameters

**DOI:** 10.1371/journal.pone.0246679

**Published:** 2021-02-12

**Authors:** Ann-Katrin Heymann, Karina Schnabel, Fabian Billenkamp, Susanne Bühler, Jana Frahm, Susanne Kersten, Liane Hüther, Ulrich Meyer, Dirk von Soosten, Nares Trakooljul, Jens Peter Teifke, Sven Dänicke

## Abstract

Glyphosate (GLY) is worldwide one of the most used active substances in non-selective herbicides. Although livestock might be orally exposed via GLY-contaminated feedstuffs, not much is known about possible hepatotoxic effects of GLY. As hepatic xenobiotic and nutrient metabolism are interlinked, toxic effects of GLY residues might be influenced by hepatic nutrient supply. Therefore, a feeding trial with lactating dairy cows was conducted to investigate effects of GLY-contaminated feedstuffs and different concentrate feed proportions (CFP) in the diets as tool for varying nutrient supply to the liver. For this, 61 German Holstein cows (207 ± 49 days in milk; mean ± standard deviation) were either fed a GLY-contaminated total mixed ration (TMR, GLY groups, mean GLY intake 122.7 μg/kg body weight/day) or control TMR (CON groups, mean GLY intake 1.2 μg/kg body weight/day) for 16 weeks. Additionally, both groups were further split into subgroups fed a lower (LC, 30% on dry matter basis) or higher (HC, 60% on dry matter basis) CFP resulting in groups CON_HC_ (n = 16), CON_LC_ (n = 16), GLY_HC_ (n = 15), GLY_LC_ (n = 14). Blood parameters aspartate aminotransferase, γ-glutamyltransferase, glutamate dehydrogenase, cholesterol, triglyceride, total protein, calcium, phosphorus, acetic acid and urea and histopathological evaluation were not influenced by GLY, whereas all mentioned parameters were at least affected by time, CFP or an interactive manner between time and CFP. Total bilirubin blood concentration was significantly influenced by an interaction between GLY and CFP with temporarily elevated concentrations in GLY_HC_, whereas the biological relevance remained unclear. Gene expression analysis indicated 167 CFP-responsive genes, while seven genes showed altered expression in GLY groups compared to CON groups. Since expression changes of GLY-responsive genes were low and liver-related blood parameters changed either not at all or only slightly, the tested GLY formulation was considered to have no toxic effects on the liver of dairy cows.

## Introduction

Glyphosate (GLY; N-phosphonomethylglycine) is one of the most used active substances in herbicides worldwide [1]. Since its introduction as a non-selective herbicide in 1974, possible side-effects of GLY concerning human and animal health have been controversially discussed in the literature [1, 2]. Due to the intensive use in agriculture worldwide, GLY residues can be detected in the environment [3], food [4] and animal feed such as dairy cow rations [5]. The daily GLY exposure of dairy cows was shown to vary between 0.08 and 6.7 mg GLY [5]. According to von Soosten et al. [5], 8 ± 3% of daily consumed GLY is excreted via urine, while 61 ± 11% of consumed GLY is found in feces. Consequently, most GLY passes the digestive tract unmetabolized. Differences between GLY intake and excretion might be result from ruminal degradation [5]. Although ruminal absorption capacity and systemic absorption of GLY appear to be low [5], GLY residues were detected in different organs such as liver, intestine or muscles of German dairy cows [6]. In this context, the liver is of special interest, since next to its key role in energy metabolism, it is responsible for the degradation and excretion of xenobiotics like herbicides [7, 8]. Mesnage et al. [9] detected changes in hepatic gene expression for more than 4000 genes in rats after oral GLY-treatment. According to the authors, these results correlate with observations of hepatic histopathological changes such as necrotic foci [10] and nucleolar disruption of hepatocytes [9] upon dietary GLY-exposure in rats. In addition, other authors reported increased activities of aspartate aminotransferase (AST) and γ-glutamyltransferase (GGT) in the blood of dietary GLY-treated rats [11] and mice [12], which could be indicative for hepatic alterations or damages [11, 12]. Hepatotoxic effects of GLY were examined *in vitro* in human liver cells [13] or *in vivo* in mice [12], rats [11] and fish [14, 15]. However, there is a lack of real-life scenarios and consequently little is known about hepatotoxic effects of GLY on livestock. To address this lack of information and in order to avoid artificial GLY-exposure conditions, this study was designed with regard to a worst-case exposure scenario according to legal applications in Europe [16]. Furthermore, different concentrate feed proportions (CFP) were used to investigate whether putative GLY effects are depending on energy and nutrient supply to the liver since xenobiotic metabolism might be affected by nutrients [17]. In order to address these questions and investigate the interactions between GLY and CFP, a feeding trial was conducted comprising four feeding groups (14–16 animals/group) arranged in complete two by two factorial design. First results of this study showed no adverse effects of the tested GLY formulation on performance, energy metabolism, health characteristics and hematological parameters [18, 19]. In order to get further insights, putative hepatotoxicity of GLY at different hepatic nutrient status was addressed in the present investigations.

## Materials and methods

The experiment was conducted in accordance with the German Animal Welfare Act at the experimental station of the Institute of Animal Nutrition, Friedrich-Loeffler-Institut (FLI), in Braunschweig, Germany and was approved by the Lower Saxony State Office for Consumer Protection and Food Safety (LAVES, 33.19-42502-04-14/1736).

### Animal trial

A detailed description of the experiments and procedures for this study was published together with results concerning the effects of GLY residues and different CFP on performance, energy metabolism, health characteristics as well as hematological parameters and oxidative stress [18, 19]. In short, 61 lactating German Holstein cows (207 ± 49 d in milk; parity of 2.8 ± 1.9 (S1 Table), mean ± standard deviation) received a total mixed ration (TMR) consisting of 30% maize silage, 30% grass silage, 40% concentrate on dry matter (DM) basis for one week (week 0) as an adaption period. After this period cows were assigned to groups according to their number of lactations, mean of body weight, feed intake and fat corrected milk as described [19]. The groups were fed ad libitum with a GLY-contaminated TMR (GLY groups) or with a control TMR (CON groups) for 16 weeks. GLY and CON groups were further split into subgroups fed with different CFP. Low CFP groups (LC) received a TMR consisting of 21% maize silage, 42% grass silage, 7% straw and 30% concentrate (LC) on DM basis, while high CFP groups (HC) were fed with a TMR composed of 11% maize silage, 22% grass silage, 7% straw and 60% concentrate based on DM (HC) [19]. This resulted in four groups CON_HC_ (n = 16), CON_LC_ (n = 16), GLY_HC_ (n = 15) and GLY_LC_ (n = 14). The feed was produced at the experimental station of the FLI. The GLY-contaminated diets contained peas, wheat grain and straw contaminated by residues of the GLY formulation Roundup Record^®^ (007525-60/MOT), Monsanto, Agrar Deutschland GmbH (Düsseldorf, Germany) based on a pre-harvest treatment of plants according to regulation (EC) No. 396/2005. This formulation with GLY as the active ingredient (720 g GLY/kg GLY solution) in combination with a surfacting agent, another not specified co-formulant and sodium sulfite was used as water-soluble granulate. In GLY groups, straw was the main GLY source [19]. During the trial, individual daily feed intake was measured by weighing troughs (Insentec, B.V., Marknesse, The Netherlands). Ingredients and chemical composition of the feed is described in detail by Schnabel et al. [19].

### Sample collection

As described [19], samples of straw and concentrates were taken once a week and pooled to a collective sample every four weeks, while maize and grass silage were collected twice a week and pooled to a collective sample every four weeks.

Liver tissue samples of 32 animals (8 cows/group) were collected at week 0, 8 and 16 by puncture biopsy after anaesthetizing the area with a subcutaneous lidocaine injection. Samples of one cow (GLY_LC_) were lost. The tissue samples were frozen immediately in liquid nitrogen and stored at -80°C until further processing. Blood samples were taken from the external jugular vein after milking in the morning at week 0, 4, 8, 12, 16.

### Feedstuff analyses

Feed samples dried at 60°C were analyzed for DM and chemical compositions [19] according to the standard methods of the VDLUFA [20]. Glyphosate concentrations in feed were measured by an accredited laboratory (Wessling GmbH, Altenberge, Germany) [19]. Data of chemical analyses together with the individually recorded feed intake was used to calculate individual intakes of nutrients, energy and GLY.

### Analytical procedures of blood samples

Blood samples were centrifuged for serum preparation (Heraeus Varifuge 3.0R Heraeus, Osterode, Germany; 2123 × g, 15°C, 15 min) and photometrically analyzed for serum concentrations of AST, glutamate dehydrogenase (GLDH), GGT, total bilirubin, cholesterol, total protein, albumin, triglyceride (TG) (Eurolyser^®^, Type VET CCA, Eurolyser Diagnostica GmbH, Salzburg, Austria), calcium and phosphorus (SPECORD 200 Plus, Analytik Jena AG, Jena, Germany). Concentrations of acetic acid, propionic acid, butyric acid and valeric acid in the blood plasma collected in week 0, 8 and 16 were analyzed by gas chromatography fitted with a flame ionization detector (GC-FID, Zebron ZB-1701, Phenomenex, Aschaffenburg, Germany) after derivatisation of short-chain fatty acids with 2-Chloroethyl chloroformate during sample preparation according to Kristensen [21].

### Histopathological analysis

Liver tissue for histopathological evaluation was sampled in week 0, 8 and 16. The biopsies underwent immersion fixation with 10% neutral buffered formalin, paraffin embedment, and hematoxylin and eosin (HE) staining of 4 μm sections. Microscopic analysis was performed by a pathologist certified by the American College of Veterinary Pathologists (ACVP). Standardized terms and criteria established for rodents [22] have been accordingly applied for classification and scoring of the hepatic lesions. To this end, the HE-stained sections were evaluated for lobular (S1A Fig) and portal inflammation (S1B Fig), intensity of infiltration with lymphocytes or plasma cells (S1C Fig), occurrence of hepatocellular apoptosis or necrosis (S1D Fig), fibrosis (S1E Fig), hemorrhage (S1F Fig), sinusoidal dilatation (S1G Fig), multinuclear hepatocytes (S1H Fig), glycogen (S1I Fig) and lipid storage (S1J Fig). Each parameter was assessed with 0 (= not present) or 1 (= present) and all scores were summarized as a cumulative overall liver histology score.

### RNA extraction

Total liver RNA from week 16 was isolated in RNAse-free water using the kit NucleoSpin^®^ RNA (Macherey-Nagel GmbH & Co. KG, Düren, Germany) according to the manufacturer’s protocol. Liver tissue was homogenized in lysis buffer using the SpeedMill Plus and innuSPEED Lysis Tube A (Analytik Jena AG, Jena, Germany) with two 30 second homogenization runs and a following shake-incubation for 5 min at room temperature. Quality and integrity measurement of isolated RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA integrity numbers of all samples were ≥ 7.5. Until further processing isolated RNA was frozen in liquid nitrogen and stored at -80°C.

### RNA sequencing and data processing

Two micrograms of total RNA and the TruSeq Stranded mRNA sample preparation kit were used for the preparation of sequencing libraries according to manufacturer’s protocol (Illumina, San Diego, CA, USA). The sequencing was conducted using multiplexed libraries and 2x 101 bp paired end reads on an Illumina HiSeq 2500 at the sequencing facility of the Institute of Genome Biology, Leibniz Institute for Farm Animal Biology (FBN), Dummerstorf, Germany. Before and after the data library processing steps sequence quality was checked with FastQC [23]. Raw reads were filtered and trimmed for minimal Phred scores of 20 and a minimum read length of 30 nt, while the terminal adapter sequence was removed using Trim Galore [24]. Filtered and quality checked reads were aligned to the bovine reference genome UMD3.1 (Ensembl release 93; [25]) using default parameters of Hisat2 version 2.1.0 [26]. Uniquely mapped reads were counted and assigned to gene features using HTSeq version 0.8.0 [27].

### Identification of differentially expressed genes

Genes with less than 20 assigned reads were excluded from further analysis based on the fact that genes with low counts have limited biological importance and statistical evidence [28]. The filtered data was used for normalization of gene counts and gene expression analysis. Differentially expressed genes (DEGs) were detected using DESeq2 version 1.20.0 [29] in RStudio version 1.1.456 [30] in R version 3.6.0 [31]. Normalization was conducted using the default shrinkage estimator with adaptive normal distribution [29]. Considering a p-value<0.05 and Benjamini Hochberg-adjusted p-value (p_adj_) <0.1 DEGs were identified comparing CON groups with GLY groups and HC with LC groups respectively. Comparisons between different biological conditions were analyzed by Venn analysis using the R package VennDiagram [32].

### Functional analysis and pathway enrichment

Functional analysis of all obtained DEGs determined by DESeq2 was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v.6.8 [33, 34] with lists of Ensembl-IDs of DEGs as input and default parameters for analysis [25]. Enrichment of Kyoto Encyclopedia of genes and Genomes (KEGG) pathways and molecular function (MF) was conducted. KEGG pathways and MFs were considered to be significantly enriched with thresholds of p<0.05 and a false discovery rate (FDR) of <10%. To confirm the acquired results of genes with annotated function and to refine these results with genes of unknown function, amino acid sequences were analyzed using BlastKOALA and the included database “family_eukaryotes” [35]. To retrieve these amino acid sequences, Ensembl-IDs of DEGs were converted to their corresponding NCBI protein accession numbers and respective amino acid sequences were collected using the NCBI Entrez API [36].

### cDNA synthesis and quantitative realtime PCR

For validation of the RNA sequencing (RNA-seq) approach, six CFP-responsive and five GLY-responsive genes of interest were chosen and subjected to a quantitative real time polymerase chain reaction (qRT-PCR). For this purpose, 800 ng RNA from the stock used for RNA-seq were used to synthesize cDNA by the qScript^™^ cDNA Synthesis Kit (Quanta Biosciences^™^, Inc, Gaithersburg, MD, USA) according to the manufacturer’s protocol. Until further analyses, cDNA was 1:10 diluted in H_2_O and stored at -20°C. Gene-specific primer pairs were designed using Primer-Blast [37], Beacon Designer (Free Edition Premier biosoft) and Primer3 version 4.0.0 [38, 39]. Primer selection and qRT-PCR conditions were conducted as described [40]. Expression and Cq values of genes were obtained by CFX Maestro^™^ 1.1 (Bio-Rad Laboratories, Inc, Hercules, CA, USA) using regression mode for Cq determination and utilizing actin beta (*ACTB*), ubiquitously expressed prefoldin like chaperone (*UXT*) and tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein zeta (*YWHAZ*) as reference genes showing a mean stability M value of 0.25. Information about selected primers is displayed in S1 Table. Normalized expression of genes of interest was calculated by using reference gene expression as normalization factor and taking primer specific efficiencies into consideration. Statistical analysis was performed on log transformed gene expression data.

### Statistical analyses

Histopathological scores and blood parameters were analyzed using the MIXED procedure with the restricted maximum likelihood model (reml) in SAS version 7.1 (SAS Institute Inc., Cary, North Carolina, USA). Week 0 was set as covariate in the class statement, while time (t; weeks of experiment), treatment (GLY; GLY or CON diet) and CFP (HC or LC diet) as well as their interactions (CFP*t, CFP*GLY, GLY*t, CFP*GLY*t) were applied as fixed factors. Time was treated as repeated measurement and specified within the subject cow. Variance component structure (vc) was used as covariance structure for all variables based on smallest Akaike information criterion compared to compound symmetry covariance structure (cs), autoregressive covariance structure (ar) and unstructured covariance (un) [41]. Unless otherwise stated, values are shown as Least Square means (LS means) and pooled standard error of the mean (PSEM). To analyze the qRT-PCR expression data, Kruskal-Wallis test was applied to log transformed expression values for gene comparisons that already showed differential expression in RNA-seq (Rstudio version 1.1.456). For calculation of Spearman’s correlation between RNA-seq data and qRT-PCR data, Rstudio (version 1.1.456) was used. Performance data of the 31 animals in week 16 were analyzed by ANOVA with treatment and CFP as fixed factors using the statistical software TIBCO Statistica 13.3 [42]. The MIXED procedure, ANOVA, Kruskal-wallis test and correlations were declared as highly significant when p<0.01 and significant when 0.01≤p≤0.05, while 0.05<p<0.1 were declared as trend. For linking the gene expression data with blood and performance parameters, sPLS was performed using RStudio version 1.1.456 [30] in R version 3.6.0 [31] with package mixOmics version 6.10.9 [43]. Blood parameter data were expanded with data of NEFA, glucose and BHB as well as performance data from this trial [19]. Gene count data were center log ratio (clr) transformed before analysis. Most suitable components were calculated using 20 repeats of 10-fold crossvalidation, while for correlations between gene expression and *in vivo* responses a robust Pearson’s-like -0.6<r<0.6 was chosen.

## Results

### Blood parameters

Starting from comparable activities, AST (p_CFP*t_ = 0.005), GGT (p_CFP*t_<0.001) and GLDH (p_CFP*t_<0.007) of HC groups varied at higher levels over the course of the experiment in comparison with the LC groups (Fig 1A–1C) resulting in significant interactions between time and CFP. Total bilirubin levels were considered to be affected by time and in an interactive manner between GLY and CFP (p_GLY*CFP_ = 0.034, Fig 1D). The concentration of urea started to increase from week 4 onwards in LC groups while HC groups maintained their urea levels until the end of the experiment giving rise to significant interactions between CFP and time (p_CFP*t_ = 0.009, Fig 1E). Cholesterol levels remained constant until week 12 in HC groups and dropped slightly thereafter while a linear decrease was noticed in LC groups from week 4 irrespective of GLY exposure, which explained the significant interactions between time and CFP (p_CFP*t_ = 0.008, Fig 1F). Furthermore, higher acetic acid concentrations in LC groups compared to HC groups with a peak in week 8 were resulting in significant interactions between CFP and time (p_CFP*t_<0.001, Fig 1G). Propionic acid concentrations were mostly lower than the indicated limits of quantification (LOQ), while concentrations of butyric acid and valeric acid were even lower than the indicated limits of detection (LODs). Phosphorus levels varied inconsistently over time and partially in opposite directions giving rise to the significant interactions between time and CFP (p_CFP*t_<0.05, Table 1). TG levels decreased until week 8 in all groups, but at a lower level in HC groups before an increase was noticed in all groups (Table 1, p_CFP_ = 0.035, p_t_ = 0.003). Blood levels of albumin and total protein decreased significantly in all groups over the experimental time (p_CFP,t_<0.001, Table 1), while calcium levels remained stable except a peak in week 4 (p_t_<0.001, Fig 1H).

**Fig 1:**
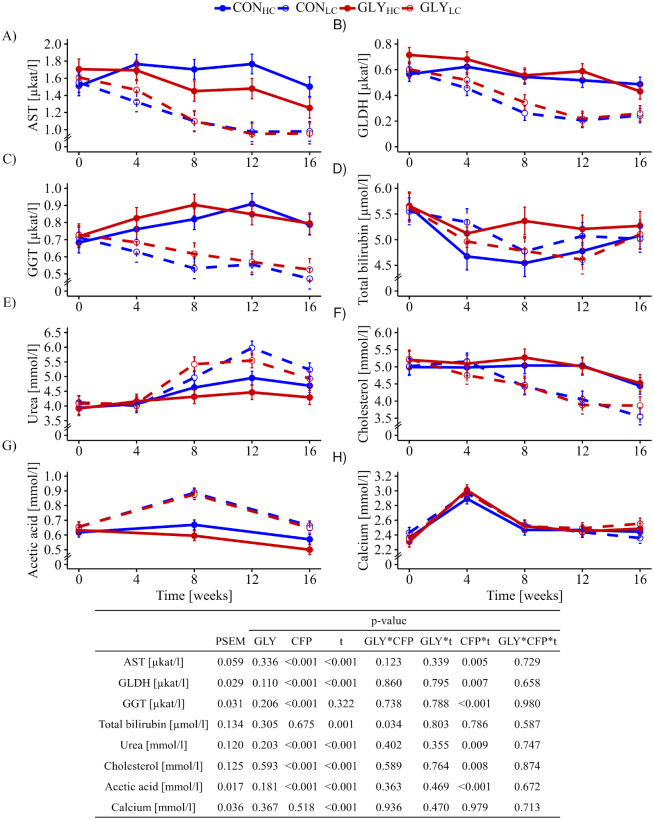
Influence of glyphosate residues and different concentrate feed proportions in diets of cows on biochemical blood parameters. Serum AST (A), GLDH (B), GGT (C), total bilirubin (D), urea (E), cholesterol (F), acetic acid (G) and calcium (H) of dairy cows fed with either a GLY-contaminated (GLY groups) or control (CON groups) diet consisting of high (HC, 60%) or low (LC, 30%) concentrate feed proportions were measured (CON_HC_, n = 16; CON_LC_, n = 16; GLY_HC_, n = 15; GLY_LC_, n = 14). Values are presented as LS means ± standard error of the mean. Parameters were analyzed with values from week 0 as covariate. PSEM = pooled standard error of the mean; GLY = glyphosate; CFP = concentrate feed proportions; t = experimental time; AST = aspartate aminotransferase; GGT = γ-glutamyltransferase; GLDH = glutamate dehydrogenase; CON = control; HC = high concentrate proportion in the diet; LC = low concentrate proportion in the diet.

**Table 1:** Effects of GLY-contaminations and different CFP on blood metabolites.

		week of experiment								p-value				
	group	0	4	8	12	16	PSEM	GLY	CFP	t	GLY* CFP	GLY*t	CFP*t	GLY* CFP*t
Albumin[g/L]	CON_HC_	36.00	36.96 ^b^	33.57	35.92	33.66	0.526	0.835	0.265	**<0.001**	0.323	0.589	0.495	0.933
	CON_LC_	36.52	35.99	32.86	34.09	31.59 ^a^								
	GLY_HC_	36.13	36.40	33.98	34.43	32.33								
	GLY_LC_	37.34 ^b^	36.03	34.11	32.60	32.82								
Phosphorus [mmol/L]	CON_HC_	1.15	1.34	1.38	1.31	1.29	0.043	0.966	0.974	**<0.001**	0.180	0.797	**0.031**	0.374
	CON_LC_	1.26	1.22	1.32	1.23^a^	1.17								
	GLY_HC_	1.01	1.35	1.19	1.43	1.24								
	GLY_LC_	0.97 ^b^	1.39	1.38	1.35	1.38								
Total protein [g/L]	CON_HC_	70.64	73.48	65.57	71.79	66.72	1.280	0.402	0.181	**<0.001**	0.854	0.552	0.146	0.584
	CON_LC_	72.49	72.68	64.82	67.72	61.43								
	GLY_HC_	71.15	72.50	69.51	72.71	66.11								
	GLY_LC_	74.18	72.36	67.95	63.15	67.40								
Triglycerides [mmol/L]	CON_HC_	0.121	0.098	0.093	0.129	0.110	0.005	0.985	**0.035**	**0.003**	0.238	0.791	0.593	0.678
	CON_LC_	0.127	0.134	0.107	0.131	0.120								
	GLY_HC_	0.126	0.113	0.105	0.121	0.110								
	GLY_LC_	0.128	0.116	0.106	0.119	0.125								

Values are presented as LS means. Superscripted letters indicate statistically significant different groups. Parameters were analyzed with values from week 0 as covariate. PSEM = pooled standard error of the mean. GLY = glyphosate; CFP = concentrate feed proportions; t = experimental time; CON = control; HC = high concentrate proportion in the diet; LC = low concentrate proportion in the diet.

### Histopathology of the liver

The cumulative liver histopathology scores were significantly higher in HC groups than in LC groups, while no significant GLY effects were observable (p_CFP_<0.019, Fig 2). Having a closer look at the single parameters forming the liver histopathology score, occurrence of hepatocellular apoptosis or necrosis, portal inflammation, intensity of infiltration with lymphocytes or plasma cells, multinuclear hepatocytes cells as well as sinusoidal dilation were the main reasons for elevated scores in HC groups.

**Fig 2:**
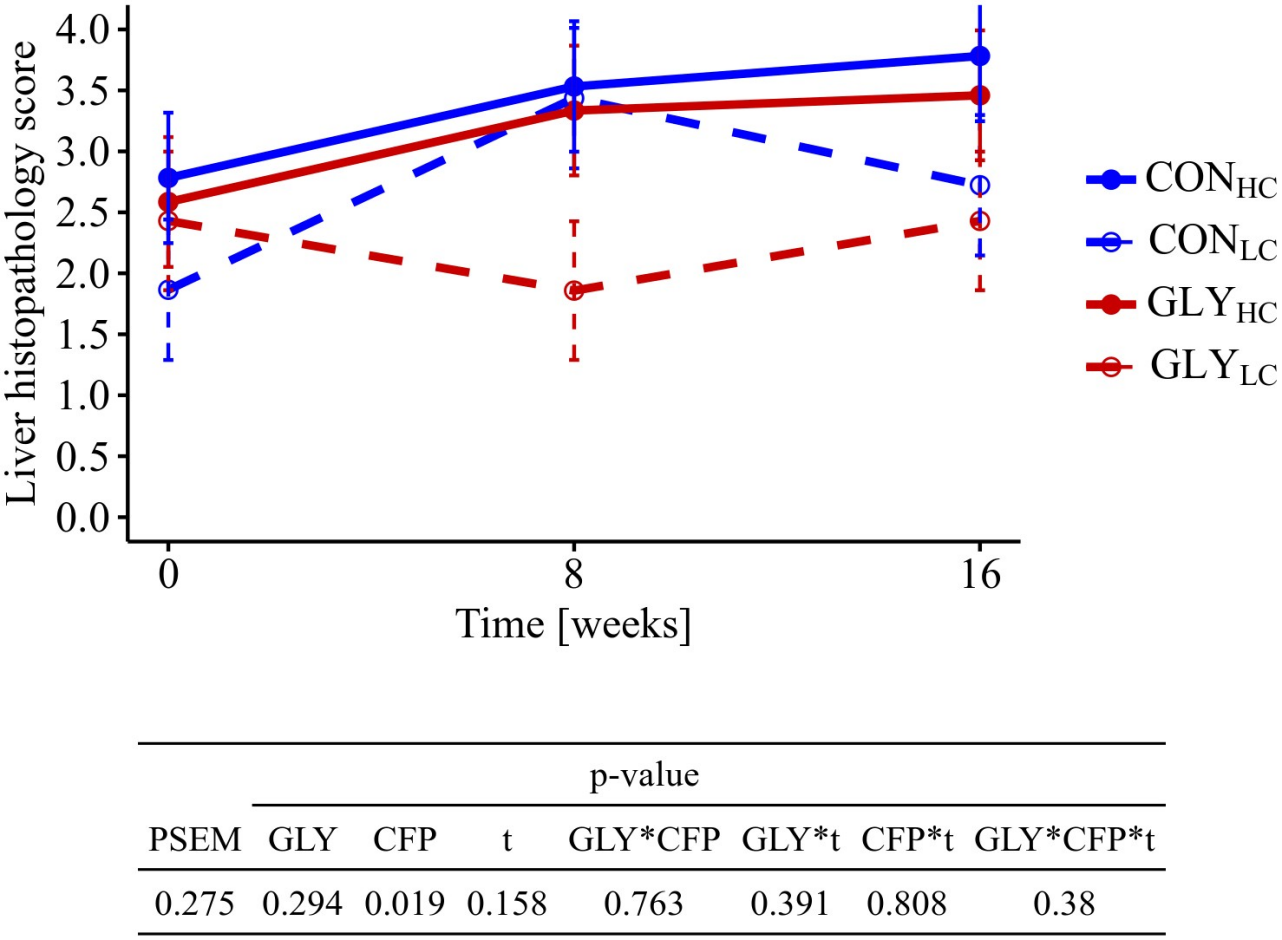
Influence of glyphosate residues and different concentrate feed proportions in diets of cows on liver histopathology. Cows were fed with either a GLY-contaminated (GLY groups) or a control (CON groups) diet consisting of high (HC, 60%) or low (LC, 30%) concentrate feed proportions (CON_HC_, n = 8; CON_LC_, n = 8; GLY_HC_, n = 8; GLY_LC_, n = 7). HE-stained liver sections were evaluated regarding the presence of ten different parameters and summarized in a cumulative overall liver histopathology score (0 = inconspicuous, 10 = conspicuous). Values are presented as LS means ± standard error of the mean. Parameters were analyzed with values from week 0 as covariate. PSEM = pooled standard error of the mean; CON = control; GLY = glyphosate; CFP = concentrate feed proportions; t = experimental time; CON = control; HC = high concentrate proportion in the diet; LC = low concentrate proportion in the diet.

### RNA sequencing analysis

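Total RNA from liver biopsies of 31 lactating cows at week 16 was sequenced, with 8 cows in CON_HC_, 8 in CON_LC_, 8 in GLY_HC_ and 7 in GLY_LC_. The concentrate feed proportion was 60% in HC groups and 30% in LC groups, and each cow gave 1 library. The authors trimmed the reads with Trim Galore, aligned them with HISAT2 to the bovine assembly UMD3.1 and counted uniquely mapped reads per gene with HTSeq, and they deposited these raw counts for 24616 Ensembl genes, of which 4961 carry no gene symbol. Between 11675775 and 36675542 reads per cow were assigned to genes, with a median of 15639368 in CON_HC_, 22532846 in CON_LC_, 21741496 in GLY_HC_ and 20722019 in GLY_LC_. Log2 of these totals did not differ between HC and LC cows by more than the spread between cows, neither in CON groups (exact two-sided permutation test, p = 0.192, n = 8 against 8, adjusted p = 0.641 over 28 tests of scores and totals) nor in GLY groups (exact two-sided permutation test, p = 0.567, n = 8 against 7, adjusted p = 0.837). Differential expression was tested here on the raw counts of the 15916 genes with at least 20 reads summed over all cows. Counts were normalized for library size by edgeR's TMM method, and 1 quasi-likelihood model with the 4 feeding groups was fitted to all cows. A gene was called differentially expressed at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.1, the thresholds of the paper. Log2 fold changes are given with a standard error obtained as the size of the log2 fold change divided by the square root of the F statistic. Gene coordinates are not given, since no annotation of UMD3.1 was at hand. On negative binomial counts simulated with the means, library sizes and dispersions of these raw counts, with 200 genes changed by 1.5 on the log2 scale in GLY_HC_, the GLY_HC_ versus CON_HC_ contrast recovered 154 of them, and it recovered 95.8% of the 119 changed genes with more than 2 CPM. The 21 genes of the paper's pathways changed by less, from 0.19 to 1.06 in size. Genes were drawn independently and no cow was set apart. The recovery therefore does not tell how often changes of that size would be called in these cows.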

On average 32,940,447 reads were generated per sample. 63.3% of the reads could uniquely mapped to genes in the *Bos taurus* genome, while 15.5% of the reads uniquely mapped to intergenic regions. 

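The reads that the deposited table assigns to genes averaged 20816347 per cow over all 31 cows. By group the mean was 17251155 in CON_HC_, 20478236 in CON_LC_, 22265812 in GLY_HC_ and 23620733 in GLY_LC_. The 10 genes with the most reads in a cow took between 23.1% and 29.7% of its assigned reads. Reads in intergenic regions and reads without a unique position are not in the deposited tables and were not analysed here. A principal component analysis of 10602 genes placed 19.9% of the variance on the first component and 10.8% on the second.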

The remaining reads could either not be uniquely mapped or showed too low quality. 

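In the edgeR model over all 31 cows, 32 genes passed the thresholds between GLY_HC_ and GLY_LC_, and 0 genes passed between CON_HC_ and CON_LC_, where 949 of the 15916 tested genes had an unadjusted p under 0.05. The smallest adjusted p (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) was 0.0344 in GLY groups and 0.148 in CON groups. These counts moved with the setting. DESeq2 on only the 2 compared groups called 80 genes between CON_HC_ and CON_LC_ and 89 between GLY_HC_ and GLY_LC_, and on all cows it called 27 and 143. In edgeR, a fit of only the 2 compared groups called 0 and 0, and leaving out one cow gave from 0 to 7 and from 0 to 150.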

The RNA-seq analysis displayed a total of 167 DEGs (p<0.05, p_adj_<0.1) upon varying CFP (HC vs. LC) and seven DEGs upon GLY-contaminations (GLY vs. CON, Fig 3). Of all CFP-responsive DEGs, 81 were found in CON groups and 87 in GLY groups (Fig 3A). Furthermore, 104 CFP-responsive genes (48 in CON_HC_, 56 in GLY_HC_) showed a higher transcript abundance in comparison to respective LC groups, while 63 genes (33 in CON_HC_, 31 in GLY_HC_) were decreased in their expression (Fig 3A). 

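Of the 81 genes that the paper lists for CON groups in its supplementary table of CFP-responsive genes, 81 had a log2 fold change in the paper's direction in the edgeR model and 78 had an unadjusted p under 0.05. Their adjusted p over all 15916 genes (edgeR quasi-likelihood test, Benjamini-Hochberg) lay between 0.238 and 0.834, so that 0 of them were called. Of the 87 genes that the paper lists for GLY groups, 87 had the paper's direction, 84 had an unadjusted p under 0.05 and 13 were called, with adjusted p between 0.0344 and 0.979. Adjusted over each list alone, 81 and 85 genes had an adjusted p under 0.1, but these lists were selected on the same cows. Fitted to only the 2 compared groups, DESeq2 called 45 of the paper's 81 genes in CON groups and 87 of its 87 genes in GLY groups.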

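Of the 32 genes called between GLY_HC_ and GLY_LC_ in the edgeR model, 6 were higher and 26 lower in GLY_HC_. The called genes with the largest rise were *KRT1* (log2 fold change 6.52, standard error 1.26, adjusted p = 0.0354 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *KIAA1549* (1.97, standard error 0.46, adjusted p = 0.0994) and *FCGR2A* (1.37, standard error 0.32, adjusted p = 0.0994). *KRT1* had at most 96.9 normalized counts in a cow and a median of 1.22 in GLY_HC_. The largest falls were those of *FABP2* (log2 fold change -9.77, standard error 1.84, adjusted p = 0.0344), *MUC13* (-9.24, standard error 2.01, adjusted p = 0.0848) and *BCO1* (-9.16, standard error 1.78, adjusted p = 0.0354). These 3 genes were above 3.39 normalized counts in a single cow of the 31, GLY_LC_ cow 912, with 4280 for *FABP2*, 521 for *MUC13* and 974 for *BCO1*. Without that cow these 3 genes had too few reads to be tested, 0 genes were called between GLY_HC_ and GLY_LC_ and 1318 had an unadjusted p under 0.05. With DESeq2 on only the 2 compared groups, 42 genes were higher and 38 lower in CON_HC_, and 56 were higher and 33 lower in GLY_HC_.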

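In the edgeR model, 0 genes were called in the same direction in both CFP contrasts, with 949 genes at an unadjusted p under 0.05 between CON_HC_ and CON_LC_ and 1991 between GLY_HC_ and GLY_LC_. *HNRNPH3* (ENSBTAG00000014316), which is in both of the paper's lists, had 1260 ± 87.5 normalized counts in CON_HC_ (SD, n = 8) and 1490 ± 142 in CON_LC_ (SD, n = 8), a log2 fold change of -0.24 (standard error 0.06, adjusted p = 0.381, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It had 1210 ± 111 in GLY_HC_ (SD, n = 8) and 1440 ± 69.6 in GLY_LC_ (SD, n = 7), a log2 fold change of -0.25 (standard error 0.07, adjusted p = 0.115). DESeq2 on only the 2 compared groups called 3 genes in both contrasts, *HNRNPH3* and 2 genes outside the rule for naming genes, ENSBTAG00000012185 and ENSBTAG00000015065, which are named here after their values were seen.
Each of the paper's lists was also evaluated in the cows of the other treatment, which had no part in its selection. Over the other 80 genes listed for CON groups, the log2 CPM of GLY_HC_ exceeded those of GLY_LC_ by a mean of 0.18 in the direction listed for CON groups (exact two-sided permutation test, p = 0.0544, n = 8 against 7), with 63 of 80 genes moving that way. Over the other 86 genes listed for GLY groups, the mean difference in that list's direction was 0.36 between CON_HC_ and CON_LC_ (exact two-sided permutation test, p = 0.0117, n = 8 against 8), with 76 of 86 genes moving that way. A test of the difference itself, the interaction of GLY with CFP, called 0 genes, with 670 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.251.

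**Figure D1:**
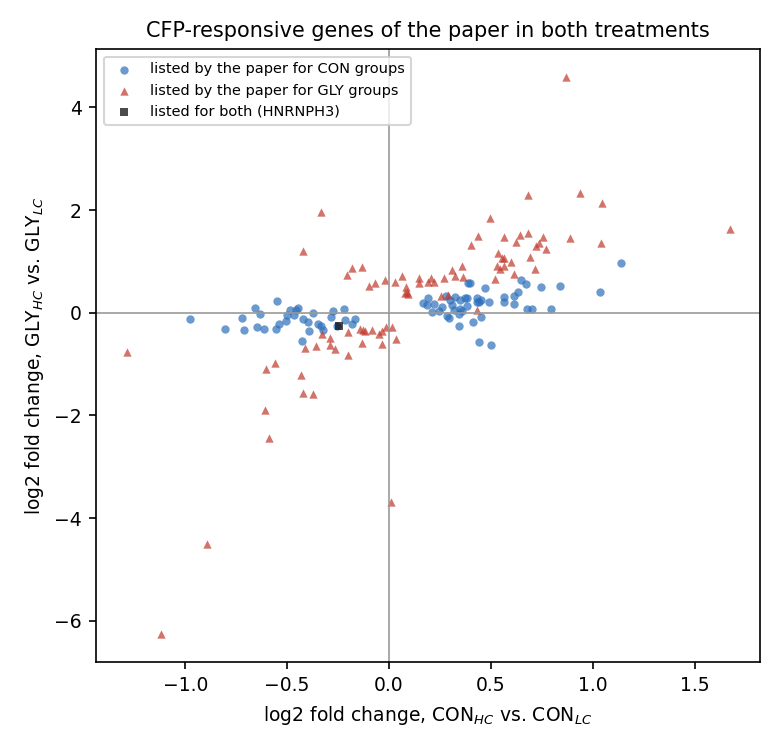
Log2 fold change (HC vs. LC, edgeR) of each CFP-responsive gene of the paper in CON groups (horizontal axis) and in GLY groups (vertical axis). Circles are genes that the paper lists for CON groups, triangles genes that it lists for GLY groups and the square is HNRNPH3, listed for both; of the other genes, 65 of 80 and 75 of 86 log2 fold changes had the listed direction in the cows of the other treatment.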

Besides an overlap of one gene, all repressed CFP-responsive genes were unique to CON and GLY groups. 

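Between GLY_HC_ and CON_HC_, 0 genes passed the thresholds in the edgeR model and 464 of 15916 had an unadjusted p under 0.05. Between GLY_LC_ and CON_LC_, 10 genes passed, 9 of them higher and 1 lower in GLY_LC_, and 899 had an unadjusted p under 0.05. With CFP as a covariate, 0 genes passed between all GLY and all CON cows, and 624 had an unadjusted p under 0.05. DESeq2 on only the 2 compared groups called 3 genes between GLY_HC_ and CON_HC_, *ERRFI1*, *LURAP1L* and *TPCN2*, and it called 2 between GLY_LC_ and CON_LC_, ENSBTAG00000003492 and ENSBTAG00000033523.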

On the other side, seven genes were differentially expressed upon dietary GLY exposure (GLY vs. CON), while five DEGs were found in HC groups and two DEGs in LC groups (Fig 3B). 

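Among the 10 genes that the edgeR model called between GLY_LC_ and CON_LC_, the largest rises were those of *FABP2* (log2 fold change 10.69, standard error 1.99, adjusted p = 0.0832 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *BCO1* (8.57, standard error 1.69, adjusted p = 0.0832) and *OLFM4* (6.18, standard error 1.32, adjusted p = 0.0871). The single called gene with lower counts in GLY_LC_ was *GPT2*, with 205 ± 61.6 normalized counts (SD, n = 7) against 379 ± 109 in CON_LC_ (SD, n = 8), a log2 fold change of -0.88 (standard error 0.19, adjusted p = 0.0871). In HC groups *GPT2* went the other way with GLY, with a log2 fold change of 0.45 (standard error 0.18, edgeR quasi-likelihood test, unadjusted p = 0.0184). Its interaction of GLY with CFP had an unadjusted p of 1.57e-05 and an adjusted p of 0.251 in the same kind of test. *OLFM4* reached 239 normalized counts in GLY_LC_ cow 912 and at most 1.43 in a cow of another group. Without cow 912, 0 of the 10 genes were called, and 484 genes had an unadjusted p under 0.05.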

Four of these genes (two in GLY_HC_, two in GLY_LC_) showed an increased expression upon dietary GLY-uptake, while three genes (three in GLY_HC_, zero in GLY_LC_) were repressed (Fig 3B). Detailed information about DEGs including IDs, name, description and statistical information are shown in S2 and S3 Tables. A general overview of transcriptome alterations in form of DEGs caused by GLY-contaminations or different CFP in dairy cows’ diets is shown in Fig 3.

**Fig 3:**
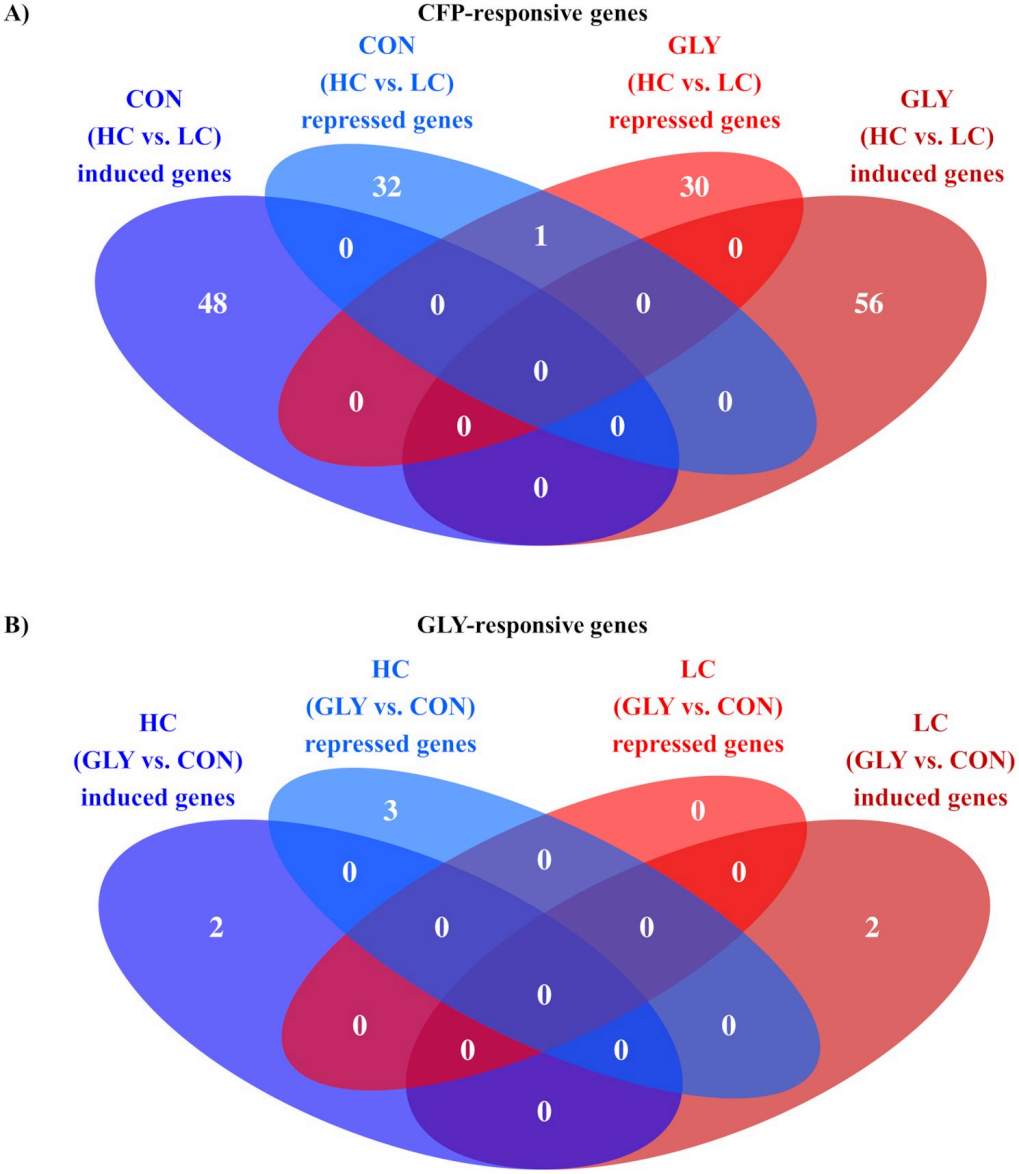
Influence of glyphosate residues and different concentrate feed proportions in diets of dairy cows on liver transcriptome. Cows fed with either GLY-contaminated (GLY groups) or control (CON groups) diets containing high (HC) or low (LC) concentrate feed proportions in their rations. The Venn diagrams show the differentially expressed genes (p<0.05, p_adj_<0.1) after comparing the groups with varying CFP (HC vs. LC, A) or treatment (GLY vs. CON, B). CON = control; GLY = glyphosate; CFP = concentrate feed proportions; HC = high concentrate feed proportion in the diet; LC = low concentrate feed proportion in the diet.

### Functional characterization of CFP- and GLY-responsive genes

According to the DAVID database, 158 of all 167 CFP responsive genes could be assigned to gene functions in the *Bos taurus* genome using DAVID’s default settings. 98 of these assigned genes could be mapped to ten different KEGG pathways (S4 Table). Applying a significance threshold to the KEGG pathways (p<0.05, FDR<10%), 21 genes mapped to four KEGG pathways remained.

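All 21 genes of these pathways had an unadjusted p under 0.05 in the CFP contrast in which the paper lists them, which is the CON contrast for 18 genes and the GLY contrast for *SULT2A1*, *CBR3* and *PLAU*. The paper selected them on the same cows, so that a small unadjusted p was to be expected. Their log2 fold changes were between 0.19 and 1.06 in size. Their adjusted p over 15916 genes (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) lay between 0.100 and 0.775, so that 0 of the 21 were called in the edgeR model. DESeq2 on only the 2 compared groups called 13 of the 21 and DESeq2 on all cows called 3, *CD59*, *PLAU* and *CBR3*. In the cows of the other treatment, 17 of the 21 genes moved in the same direction and 5 had an unadjusted p under 0.05. Some of the 17 were close to 0, such as *AMT* (-0.01, standard error 0.15), *C5* (0.03, standard error 0.12), *CD59* (0.03, standard error 0.07) and *SULT2A1* (-0.03, standard error 0.11). With treatment as a covariate over all 31 cows, 6 of the 21 were called between HC and LC groups: *CBR1*, *CYP1A1*, *CYP3A4*, *CBR3*, *PLAU* and *PKLR*. The interaction of GLY with CFP had an adjusted p of at least 0.999 for each of the 21. The enrichment of KEGG pathways was not recomputed, since the gene sets were not at hand.

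**Figure D2:**
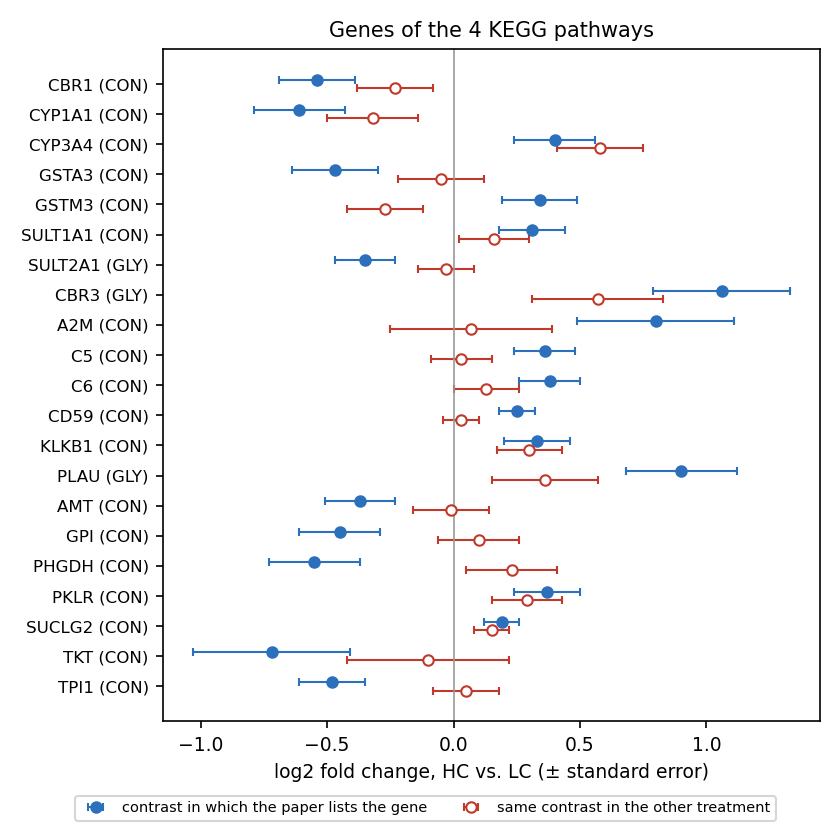
Log2 fold change (HC vs. LC, edgeR, bars are standard errors) of the 21 genes. Filled points show the treatment in which the paper lists the gene (in brackets) and open points the other treatment; 17 of the 21 genes have both points on the same side of 0.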

In detail, according to DAVID, both “chemical carcinogenesis” and “carbon metabolism” were represented by seven assigned DEGs, while “metabolism of xenobiotics by cytochrome P450” and the “complement and coagulation cascades” were represented by six assigned DEGs, respectively (Table 2). The assignment of DEGs to KEGG pathways in DAVID was validated and expanded by the analysis in BlastKOALA. 

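*CYP1A1* (ENSBTAG00000001021) had 19900 ± 3940 normalized counts in CON_HC_ (SD, n = 8) and 30400 ± 5330 in CON_LC_ (SD, n = 8), a log2 fold change of -0.61 (standard error 0.18, adjusted p = 0.438 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CBR1* (ENSBTAG00000023384) fell by 0.54 on the log2 scale between the same groups (standard error 0.15, adjusted p = 0.395), from 8180 ± 1520 in CON_LC_ to 5620 ± 787 in CON_HC_. *GSTA3* (ENSBTAG00000021516) fell by 0.47 (standard error 0.17, adjusted p = 0.686). Higher counts in CON_HC_ than in CON_LC_ were found for *GSTM3* (ENSBTAG00000001842, log2 fold change 0.34, adjusted p = 0.775), *SULT1A1* (ENSBTAG00000008635, 0.31, adjusted p = 0.775) and ENSBTAG00000047379 (0.40, adjusted p = 0.760), which the deposited table names *CYP3A4*. *SULT2A1* (ENSBTAG00000023419) had 13000 ± 1100 normalized counts in GLY_HC_ (SD, n = 8) and 16600 ± 2190 in GLY_LC_ (SD, n = 7), a log2 fold change of -0.35 (standard error 0.12, adjusted p = 0.219), and -0.03 between CON_HC_ and CON_LC_. In DESeq2 on only the 2 compared groups the adjusted p was 0.00416 for *CYP1A1*, 0.00609 for *CBR1* and 0.0404 for *SULT2A1*. It was 0.142 for *GSTA3*, 0.175 for *GSTM3*, 0.104 for *SULT1A1* and 0.114 for ENSBTAG00000047379.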

Genes which were assigned to “chemical carcinogenesis” according to DAVID, were identified as *CBR1*, *CYP1A1*, *GSTA3*, *GSTM3*, *SULT1A1*, *SULT2A1* and the uncharacterized gene ENSBTAG00000047379 (S2 Fig). The DEGs *CBR1*, *CYP1A1*, *GSTA3*, *GSTM3* and *SULT2A* were also identified in the “metabolism of xenobiotics by cytochrome P450”. Furthermore, *CBR3* was identified as DEG within this pathway (S3 Fig). 

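*CBR3* (ENSBTAG00000018688) had 29.8 ± 10.3 normalized counts in GLY_HC_ (SD, n = 8) and 13.9 ± 3.95 in GLY_LC_ (SD, n = 7), a log2 fold change of 1.06 (standard error 0.27, adjusted p = 0.106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CON groups the log2 fold change was 0.57 (standard error 0.26, adjusted p = 0.808), with 25.8 ± 13.6 in CON_HC_ and 17.4 ± 4.92 in CON_LC_ (SD, n = 8 each). In DESeq2 on only the 2 GLY groups the gene had an adjusted p of 0.0511.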

According to BlastKOALA, alcohol dehydrogenase 1/7 (*ALDH1_7)* was additionally enriching the pathway “chemical carcinogenesis” and “metabolism of xenobiotics by cytochrome P450”, although this gene could not be found as CFP-responsive within the RNA-seq data set. 

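*PLAU* (ENSBTAG00000005947) had 323 ± 114 normalized counts in GLY_HC_ (SD, n = 8) and 173 ± 43.0 in GLY_LC_ (SD, n = 7), a log2 fold change of 0.90 (standard error 0.22, adjusted p = 0.100 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, not below the threshold). *A2M* (ENSBTAG00000018137) had 9000 ± 2610 in CON_HC_ and 5190 ± 2030 normalized counts in CON_LC_ (SD, n = 8 each), a log2 fold change of 0.80 (standard error 0.31, adjusted p = 0.739). The log2 fold changes between CON_HC_ and CON_LC_ were 0.36 for *C5* (ENSBTAG00000012210, standard error 0.12), 0.38 for *C6* (ENSBTAG00000014177, standard error 0.12), 0.25 for *CD59* (ENSBTAG00000002302, standard error 0.07) and 0.33 for *KLKB1* (ENSBTAG00000009501, standard error 0.13), with adjusted p of 0.585, 0.553, 0.393 and 0.750. In DESeq2 on only the 2 compared groups the adjusted p was 0.0381 for *PLAU*, 0.0188 for *CD59* and 0.0781 for *KLKB1*. It was 0.112 for *A2M*, 0.115 for *C5* and 0.105 for *C6*.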

All six DEGs enriching “complement and coagulation cascades” were induced while expression of *PLAU* differed most (lfc = 0.52). *A2M*, *C5*, *C6*, *CD59* and *KLKB* were also enriched (S4 Fig). According to BlastKOALA, the complement factor H (*CFH7*, lfc = 0.48) expanded the DEGs in “complement and coagulation cascades”, while *A2M* was only identified in DAVID. As DEGs related to “carbon metabolism” *AMT*, *GPI*, *PHGDH*, *PKLR*, *SUCLG2*, *TKT* and *TPI* were identified (S5 Fig). 

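Between CON_HC_ and CON_LC_, *TPI1* (ENSBTAG00000019782) had 2020 ± 235 against 2830 ± 412 normalized counts (SD, n = 8 each), a log2 fold change of -0.48 (standard error 0.13, adjusted p = 0.383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *TKT* (ENSBTAG00000003758) had 3400 ± 411 against 5610 ± 2140, a log2 fold change of -0.72 (standard error 0.31, adjusted p = 0.775). *PHGDH* (ENSBTAG00000039719) fell by 0.55 on the log2 scale (standard error 0.18). *GPI* (ENSBTAG00000006396) had a log2 fold change of -0.45 (standard error 0.16) and *AMT* (ENSBTAG00000002321) of -0.37 (standard error 0.14). *PKLR* (ENSBTAG00000017056) rose by 0.37 (standard error 0.13) and *SUCLG2* (ENSBTAG00000009541) by 0.19 (standard error 0.07). The adjusted p of *PHGDH*, *GPI*, *AMT*, *PKLR* and *SUCLG2* were 0.585, 0.647, 0.744, 0.659 and 0.731, in this order. These values depended on the method. In DESeq2 on only the 2 CON groups the adjusted p was 0.000824 for *TPI1*, 0.00485 for *GPI* and 0.00454 for *PKLR*. It was 0.0387 for *TKT*, 0.0892 for *AMT* and 0.0987 for *SUCLG2*. *PHGDH* was not called there (0.105).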

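*SLC15A1* (ENSBTAG00000004440), which encodes a peptide transporter, had 22.1 ± 10.1 normalized counts in GLY_HC_ (SD, n = 8) and 65.8 ± 30.6 in GLY_LC_ (SD, n = 7), a log2 fold change of -1.56 (standard error 0.39, adjusted p = 0.100 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ALDH1A2* (ENSBTAG00000010119) had 33.7 ± 7.50 against 72.1 ± 31.7, a log2 fold change of -1.09 (standard error 0.27, adjusted p = 0.100), and *KCNC4* (ENSBTAG00000007352) had 14.7 ± 4.37 against 29.3 ± 6.91, a log2 fold change of -0.97 (standard error 0.33, adjusted p = 0.220). Between CON_HC_ and CON_LC_, *ATF5* (ENSBTAG00000003457) had 2420 ± 554 against 3810 ± 817 (SD, n = 8 each), a log2 fold change of -0.66 (standard error 0.22, adjusted p = 0.616), and *TUBB4A* (ENSBTAG00000021013) had 2290 ± 353 against 3540 ± 908, a log2 fold change of -0.63 (standard error 0.17, adjusted p = 0.393). Both adjusted p of 0.100 lie just above the threshold, and 0 of these 5 genes were called in the edgeR model. With treatment as a covariate over all 31 cows, *ALDH1A2* was called between HC and LC groups (log2 fold change -0.84, adjusted p = 0.0442). *SLC15A1*, *KCNC4*, *ATF5* and *TUBB4A* were not (adjusted p of 0.107, 0.118, 0.460 and 0.235).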

In HC groups, the top five downregulated genes not enriching KEGG pathways were solute carrier family 15 member 1 (*SLC15A1*, lfc = -0.62), aldehyde dehydrogenase 1 family member A2 (*ALDH1A2*, lfc = -0.57), potassium voltage-gated channel subfamily C member 4 (*KCNC4*, lfc = -0.53), activating transcription factor 5 (*ATF5*, lfc = -0.42) and tubulin beta 4A class IVa (*TUBB4A*, lfc = -0.41). Heterogeneous nuclear ribonucleoprotein H3 (*HNRNPH3*, lfc = -0.22) was the only gene showing a downregulation in both HC groups. cAMP-dependent protein kinase inhibitor beta (*PKIB*, lfc = 0.56), ORAI calcium release-activated calcium modulator 2 (*ORAI2*, lfc = 0.56), transferrin receptor (*TFRC*, lfc = 0.52), phospholipase C delta 4 (*PLCD4*, lfc = 0.49) and tumor necrosis factor receptor superfamily member 9 (*TNFRSF9*, lfc = 0.48) were the top five genes that were induced in HC groups but not enriched in KEGG pathways. In contrast to the CFP-responsive genes, the seven DEGs upon dietary GLY uptake were not sufficient for functional characterization using DAVID. Accordingly, no KEGG pathways were considered to be significantly enriched by GLY-responsive genes. 

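*PKIB* (ENSBTAG00000004394) had 92.8 ± 29.6 normalized counts in GLY_HC_ (SD, n = 8) and 46.3 ± 7.92 in GLY_LC_ (SD, n = 7), a log2 fold change of 0.99 (standard error 0.25, adjusted p = 0.100 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ORAI2* (ENSBTAG00000012050) rose from 14.4 ± 5.17 to 36.0 ± 16.5 between the same groups (log2 fold change 1.29, standard error 0.31, adjusted p = 0.100). *TNFRSF9* (ENSBTAG00000003313) had few reads, with 29.6 ± 20.6 in GLY_HC_ and 5.78 ± 3.54 in GLY_LC_ (log2 fold change 2.32, standard error 0.61, adjusted p = 0.115). Between CON_HC_ and CON_LC_, *TFRC* (ENSBTAG00000032719) had 889 ± 264 against 497 ± 73.3 (SD, n = 8 each; log2 fold change 0.84, standard error 0.21, adjusted p = 0.263) and *PLCD4* (ENSBTAG00000003809) had 751 ± 319 against 342 ± 111 (log2 fold change 1.14, standard error 0.29, adjusted p = 0.263). With treatment as a covariate over all 31 cows, *HNRNPH3* had a log2 fold change of -0.25 between HC and LC groups (standard error 0.05, adjusted p = 0.0275). *PLCD4* had 1.06 (standard error 0.20, adjusted p = 0.0275). The same model also called *PKIB* (0.79, adjusted p = 0.0371), *ORAI2* (1.00, adjusted p = 0.0371), *TFRC* (0.68, adjusted p = 0.0390) and *TNFRSF9* (1.58, adjusted p = 0.0900).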

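*ERRFI1* (ENSBTAG00000006609) had 2970 ± 940 normalized counts in GLY_HC_ and 6270 ± 2220 in CON_HC_ (SD, n = 8 each), a log2 fold change of -1.08 (standard error 0.30, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *LURAP1L* (ENSBTAG00000010431) fell by 0.86 on the log2 scale (standard error 0.27), *MCFD2* (ENSBTAG00000003358) fell by 0.30 (standard error 0.09), *TPCN2* (ENSBTAG00000015183) rose by 0.50 (standard error 0.13) and *CDH2* (ENSBTAG00000021190) rose by 0.46 (standard error 0.19), each with an adjusted p of 1.00. Their unadjusted p ranked 7 for *ERRFI1*, 26 for *LURAP1L*, 21 for *MCFD2*, 144 for *CDH2* and 5 for *TPCN2* among 15916 genes. Between GLY_LC_ and CON_LC_, the log2 fold changes were 0.13 for *ERRFI1*, -0.12 for *LURAP1L*, 0.19 for *MCFD2*, -0.36 for *CDH2* and -0.07 for *TPCN2*, of which 1 had the direction found in HC groups. Over these 5 genes, the mean difference in log2 CPM between GLY_LC_ and CON_LC_, signed by the direction in HC groups, was -0.08 (exact two-sided permutation test, p = 0.660, n = 7 against 8). The interaction of GLY with CFP had an unadjusted p of 0.00899 for *ERRFI1*, 0.0629 for *LURAP1L*, 0.000830 for *MCFD2*, 0.00463 for *CDH2* and 0.00592 for *TPCN2*, and an adjusted p of 0.999 for each (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).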

In detail, the DEGs in GLY_HC_ compared to CON_HC_ were cadherin 2 (*CDH2*, lfc = 0.32), ERBB receptor feedback inhibitor 1 (*ERRFI1*, lfc = -0.36), leucine rich adaptor protein 1 like (LURAP1L, lfc = -0.38), multiple coagulation factor deficiency 2 (MCFD2, lfc = -0.25) and two pore segment channel 2 (*TPCN2*, lfc = 0.34). The two GLY-responsive genes (ENSBTAG00000033523, ENSBTAG00000003492) in GLY_LC_ compared to CON_LC_ encoded uncharacterized proteins and were, therefore, excluded from further analysis. 

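ENSBTAG00000033523 had between 65.7 and 99.0 normalized counts in the 7 cows of GLY_LC_ and between 31.9 and 59.4 in the 8 cows of CON_LC_, so that every GLY_LC_ cow was above every CON_LC_ cow. Its log2 fold change was 0.89 (standard error 0.21, adjusted p = 0.146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HC groups it did not rise with GLY, with a log2 fold change of -0.10 (standard error 0.20, adjusted p = 1.00). ENSBTAG00000003492 had a log2 fold change of 5.84 (standard error 1.40, adjusted p = 0.148) between GLY_LC_ and CON_LC_. It had 3870 normalized counts in GLY_LC_ cow 912, 404 in GLY_LC_ cow 905 and at most 69.8 in the other cows of GLY_LC_, whose median was 31.0 against 9.73 in CON_LC_. Values above that of cow 905 also occurred in HC groups, with 581 in a cow of CON_HC_ and 559 in a cow of GLY_HC_, and no other cow came near the value of cow 912. Without cow 912 the log2 fold change was 2.98 (adjusted p = 1.00).

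**Figure D3:**
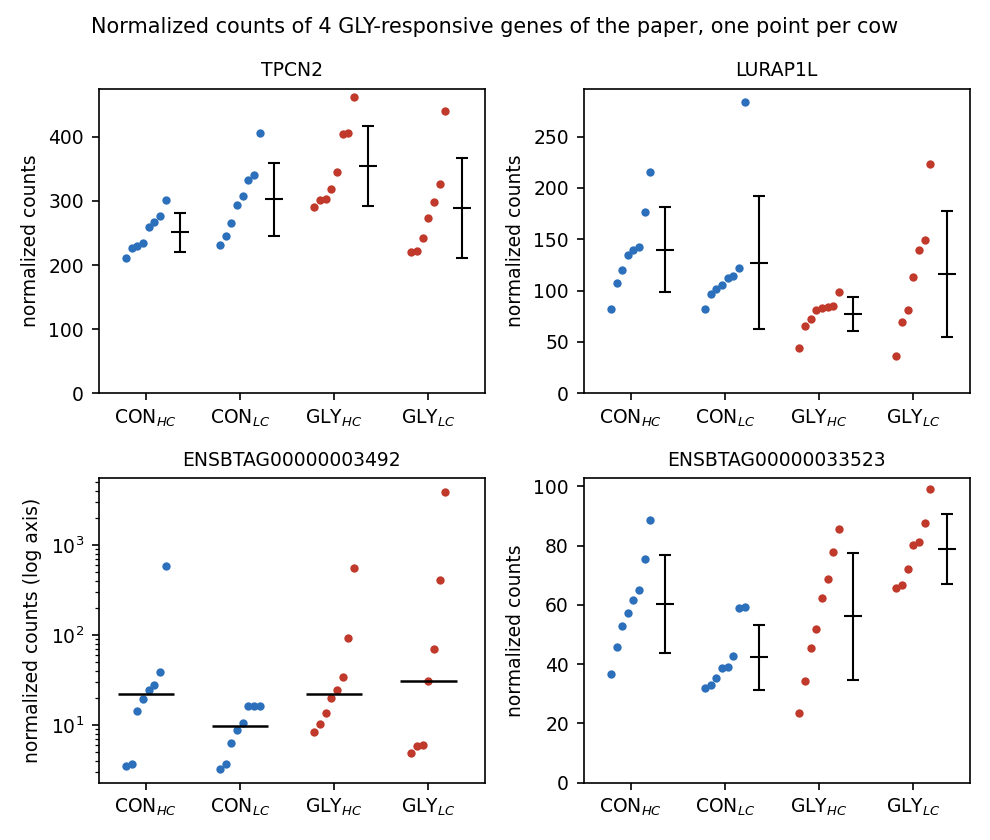
Normalized counts (edgeR's TMM) of TPCN2, LURAP1L, ENSBTAG00000003492 and ENSBTAG00000033523 in each cow of the 4 feeding groups. Bars give the mean and SD, except for ENSBTAG00000003492, which is on a log axis with a line at the median; its highest point is GLY_LC_ cow 912 with 3870, while ENSBTAG00000033523 lies between 65.7 and 99.0 in GLY_LC_ and between 31.9 and 59.4 in CON_LC_.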

Further characterization of the seven detected GLY-responsive genes outside of KEGG pathways revealed that *CDH2* encodes a calcium-dependent transmembrane protein mediating cell-cell adhesion [44], *ERRFI1* encodes a negative regulator of epidermal growth factor receptor [45, 46] and *LURAP1L* is predicted to be an adaptor protein that contains two leucine-repeats in tandem [47]. *TPCN2* encodes a nicotinic acid adenine dinucleotide phosphate-dependent Ca^2+^-release channel [48] and *MCFD2* encodes a part of coagulation factor transporting complex [49]. Of the GLY-responsive genes two genes (*CDH2*, *MCFD2*) were aligned to “GO:0005509~calcium ion binding,” within GOTERM MF. The mean normalized read counts of all pathway enriching CFP-responsive genes as well as possibly GLY-responsive genes are shown in Fig 4.

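The authors' deposited normalized counts are the raw counts divided by 1 size factor per cow from DESeq2. They are from 0.94 to 0.97 times the TMM-normalized counts in each of the 31 cows, a scaling that moves all genes alike; the mean of *HNRNPH3* in GLY_LC_, for example, is 1370 in place of 1440. In the deposited values *CDH2* had 3650 ± 641 in GLY_HC_ and 2660 ± 346 in CON_HC_ (SD, n = 8 each), *MCFD2* had 3080 ± 239 and 3790 ± 384, and *ERRFI1* had 2830 ± 893 and 5960 ± 2110. In GLY_LC_ the deposited mean was 605 ± 1390 for ENSBTAG00000003492 and 75.0 ± 11.0 for ENSBTAG00000033523 (SD, n = 7).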

**Fig 4:**
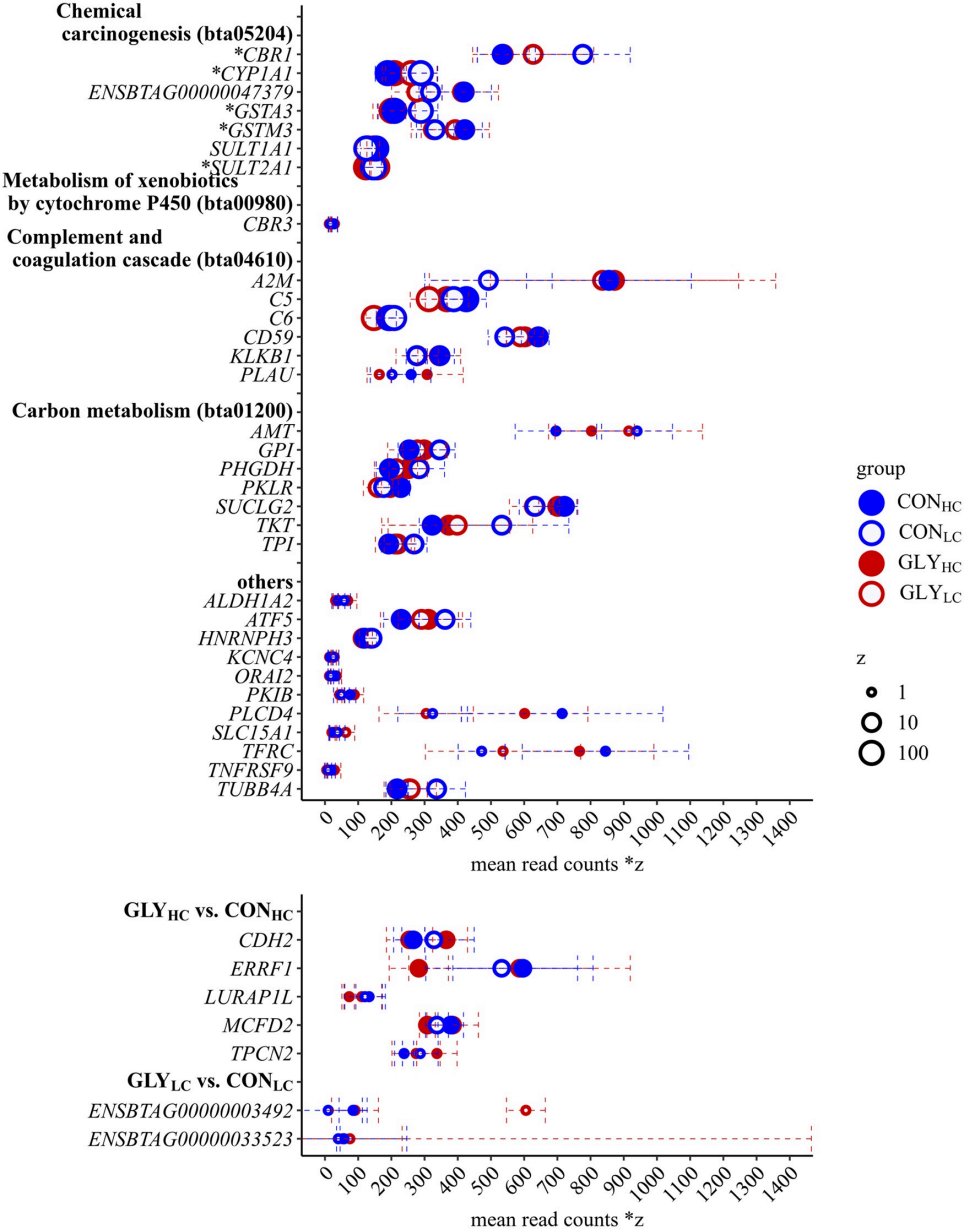
Differentially expressed genes with mean normalized read counts in respective feeding groups according to RNA-sequencing. Shown are mean normalized read counts (dots) and standard deviation (error bar) of KEGG pathway enriched DEGs and further non pathway enriched DEGs of particular interest in respective feeding groups (CON_HC_, CON_LC_, GLY_HC_ and GLY_LC_) upon different CFP (A) as well as all DEGs upon GLY-contaminations (B) in dairy cows’ rations. The size of dots represents the expression level, while Factor z was used for scaling. *DEGs were also enriched in “metabolism of xenobiotics by cytochrome P450”; CON = control; GLY = glyphosate; CFP = concentrate feed proportions; HC = high concentrate feed proportion in the diet; LC = low concentrate feed proportion in the diet.

**Table 2:** Functional clustering of CFP-responsive genes by using DAVID.

			KEGG Pathway	Chemical carcinogenesis (bta05204)	Metabolism of xenobiotics by cytochrome P450 (bta00980)	Complement and coagulation cascades (bta04610)	Carbon metabolism (bta01200)
		p-value		<0.001	<0.001	0.002	0.002
			FDR	0.312	1.091	2.991	3.183
Gene name	symbol	lfc^$^					
carbonyl reductase 1	*CBR1*	-0.40		+	+		
cytochrome P450, subfamily I (aromatic compound-inducible), polypeptide 1	*CYP1A1*	-0.43		+	+		
ENSBTAG00000047379	-	0.30		+			
glutathione S-transferase alpha 3	*GSTA3*	-0.32		+	+		
glutathione S-transferase mu 3	*GSTM3*	0.27		+	+		
sulfotransferase family, cytosolic, 1A, phenol-preferring, member 1	*SULT1A1*	0.26		+			
sulfotransferase family, cytosolic, 2A, dehydroepiandrosterone (DHEA)-preferring, member 1	*SULT2A1*	-0.31		+	+		
carbonyl reductase 3	*CBR3*	0.50			+		
alpha-2-macroglobulin	*A2M*	0.35				+	
complement C5	*C5*	0.28				+	
complement C6	*C6*	0.30				+	
CD59 molecule	*CD59*	0.23				+	
kallikrein B1	*KLKB1*	0.27				+	
plasminogen activator urokinase	*PLAU*	0.52				+	
aminomethyltransferase	*AMT*	-0.29					+
glucose-6-phosphate isomerase	*GPI*	-0.36					+
phosphoglycerate dehydrogenase	*PHGDH*	-0.34					+
pyruvate kinase	*PKLR*	0.32					+
succinate-CoA ligase GDP-forming beta subunit	*SUCLG2*	0.18					+
transketolase	*TKT*	-0.40					+
triosephosphate isomerase	*TPI*	-0.40					+

^$^Values generated from RNA-sequencing; FDR = false discovery rate; lfc = log2 fold change.

To get further insights and to link gene expression results with *in vivo* responses, expression of DEGs was compared to performance data (S1 Table) and clinical chemistry data using a PLS analysis. Correlations (-0.6>r>0.6) of 29 DEGs with levels of blood parameters (albumin, glucose, total protein, NEFA, AST and GLDH) and performance parameters (DMI, milk yield and energy-corrected milk yield) was observed (S6 Fig). All of the 29 DEGs were CFP-responsive, whereas correlations of GLY-responsive DEGs were not observed.

### qRT-PCR

Validity of RNA-seq results was confirmed by qRT-PCR. Due to low changes in gene expression, the genes with the strongest changes in expression for each CFP-responsive enriched KEGG pathway (*CYP1A1*, *PLAU*, *TKT*, *TPI*) as well as additional genes of interest (*ATF5*, *TNFRSF9*) were chosen for qRT-PCR. Additionally, five GLY-responsive genes from the RNA-seq approach (*CDH2*, *ERRFI1*, *LURAP1L*, *MCFD2*, *TPCN2*) were chosen for validation. All genes were consistent between methodologies in direction and magnitude of changes in their expression (Table 3). 

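On the RNA-seq side of Table 3, the direction of each gene held when each of the 31 cows was left out in turn. The genes were selected on these same cows, and some of the cows left out were in neither compared group. A reversal was therefore unlikely from the outset, and the ranges only show how far 1 cow moved each value. The log2 fold change between CON_HC_ and CON_LC_ ranged from -0.69 to -0.54 for *CYP1A1*, from -0.82 to -0.59 for *TKT*, from -0.54 to -0.43 for *TPI1* and from -0.74 to -0.58 for *ATF5*. Between GLY_HC_ and GLY_LC_ it ranged from 0.80 to 1.00 for *PLAU* and from 2.04 to 2.57 for *TNFRSF9*. Between GLY_HC_ and CON_HC_ it ranged from 0.40 to 0.50 for *CDH2*, from -1.20 to -0.98 for *ERRFI1*, from -0.94 to -0.75 for *LURAP1L*, from -0.33 to -0.26 for *MCFD2* and from 0.43 to 0.54 for *TPCN2*. The qRT-PCR measurements have no deposited table and were not analysed here.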

In qRT-PCR, statistically significant effects of GLY on gene expression were detected for *CDH2* (p = 0.012) and *ERRFI* (p = 0.021) comparing GLY_HC_ and CON_HC_, while changes in *LURAP1L* expression showed a trend (p = 0.074). Expression of *MCFD2* (p = 0.208) and *TPCN2* (p = 0.141) showed no significant differences when comparing GLY_HC_ to CON_HC_. Within the CFP-responsive genes analyzed by qRT-PCR *TNFRSF9* (p = 0.026) showed a significant effect of CFP comparing GLY_HC_ and GLY_LC_. For *ATF5* (p = 0.528), *CYP1A1* (p = 0.141), *PLAU* (p = 0.151), *TKT* (p = 0.345) and *TPI* (p = 0.294) no significant effects were observable when comparing corresponding HC group and LC group. However, Spearman correlation coefficients between normalized read counts of the RNA-seq approach and Cq values of qRT-PCR were significant for *ATF5*, *PLAU*, *TKT*, *TPI*, *TNFRSF9*, *CDH2*, *ERRFI*, *LURAP1L* while a trend was noticed for *TPCN2* (Table 3). Correlation coefficients were negative since an increase in read counts was associated with a decrease in Cq values.

**Table 3:** Selected relevant differentially expressed genes analyzed in RNA-seq and validation by qRT-PCR.

Symbol	gene name	treatment group	control group	Log2 fold change (treatment/control)		Spearman correlation (r)
				RNA-seq	qRT-PCR	
*ATF5*	activating transcription factor 5	CON_HC_	CON_LC_	-0.43^###^	-0.31	-0.34^###^
*CYP1A1*	cytochrome P450, subfamily I (aromatic compound-inducible), polypeptide 1	CON_HC_	CON_LC_	-0.43^###^	-0.36	-0.24
*PLAU*	plasminogen activator, urokinase	GLY_HC_	GLY_LC_	0.52^###^	0.45	-0.59^#^
*TKT*	transketolase	CON_HC_	CON_LC_	-0.4^###^	-0.38	-0.64^#^
*TNFRSF9*	tumor necrosis factor receptor superfamily member 9	GLY_HC_	GLY_LC_	0.48^###^	1.69^##^	-0.73^#^
*TPI*	triosephosphate isomerase 1	CON_HC_	CON_LC_	-0.40^###^	-0.33	-0.39^##^
*CDH2*	cadherin 2	GLY_HC_	CON_HC_	0.32^###^	0.50^##^	-0.64^#^
*ERRFI*	ERBB receptor feedback inhibitor 1	GLY_HC_	CON_HC_	-0.36^###^	-0.90^##^	-0.56^#^
*LURAP1L*	leucine rich adaptor protein 1 like	GLY_HC_	CON_HC_	-0.38^###^	-0.42^###^	-0.45^##^
*MCFD2*	multiple coagulation factor deficiency 2	GLY_HC_	CON_HC_	-0.25^###^	-0.19	-0.08
*TPCN2*	two pore segment channel 2	GLY_HC_	CON_HC_	0.34^###^	0.39	-0.49^#^

^#^ p<0.01,

^##^ p<0.05,

^###^ 0.05<p<0.1;

GLY = glyphosate; CON = control; HC = high concentrate feed proportion in the diet; LC = low concentrate feed proportion in the diet.

## Discussion

Since GLY is one of the most used non-selective herbicides in agriculture worldwide, GLY residues can be found in dairy cow rations [5]. According to von Soosten et al. [5] and Krüger et al. [50], cows are frequently exposed to GLY and, therefore, have to cope with these xenobiotic residues. The liver as a primary target of xenobiotics like GLY, is frequently analyzed in studies in cell cultures [13] or studies in laboratory animals [10–12]. However, there is a lack of *in vivo* trials examining effects of GLY on livestock under exposure conditions that could arise from agricultural practice. Besides GLY exposure, these conditions include varying concentrate proportions in the rations which might have marked effects both on hepatic nutrient and xenobiotic metabolism. Therefore, this study considered maximum exposure conditions for the GLY formulation Round Record^®^ with GLY as active substance according to legal applications. It examined the GLY effects upon different CFP on the health of lactating dairy cows with particular emphasis on liver.

The daily GLY uptake in this study was 13x higher than maximal GLY uptake of 6.67 mg/d in dairy cows [5]. Translated, this lead to a cows’ average daily GLY exposure of 1.20 (CON_LC_), 1.11 (CON_HC_), 112.6 (GLY_LC_) and 132.8 μg/kg body weight (GLY_HC_), which, in GLY groups, is even approximately 30x higher than the average background exposure of dairy kept at the experimental station in Braunschweig [19], while a higher DM intake led to higher GLY exposure in GLY_HC_ [19]. Since this study was conducted under common practical conditions in agriculture, the cows in CON groups were minimally exposed to GLY residues as mentioned above. These GLY-contaminations of the CON rations might be resulting from background contaminations of feedstuffs regularly occurring in dairy cows’ feed [5].

Our results demonstrated no adverse effects of the tested GLY formulation on analyzed parameters such as enzyme activities of AST, GGT and GLDH as indicators of liver integrity [51, 52] and biochemical blood parameter levels associated to hepatic function including synthesis capacity (e.g. albumin, cholesterol and total bilirubin), liver histology and hepatic gene expression, whereas varying CFP and time affected some of these parameters. In contrast to our findings of missing GLY effects, Benedetti et al. [11] reported an up to one and a half fold increase of AST activity in rats fed with 48.7 and 487 mg/kg body weight GLY every two days for a period of 75 days. Jasper et al. [12] detected a significant increase in AST and GGT activity in mice treated with 50 and 500 mg/kg body weight for 15 days. Additionally, Krüger et al. [50] supposed an increase of GLDH levels in Danish cows to be associated with a not further specified GLY exposure. Assessing the discussed GLY effects on laboratory animals it needs to be stressed that exposure levels were manifold higher than that applied in the current controlled feeding study with cows.

In contrast to GLY exposure, energy supply (net energy (NE) intake: 145 MJ NE requirement for lactation (NE_L_)/d (CON_HC),_ 144 MJ NE_L_/d (GLY_HC_), 112 MJ NE_L_/d (CON_LC_), 112 MJ NE_L_/d (GLY_LC_), [19]) resulted in marked differences between HC and LC groups. Generally, feeding of the HC diets appeared to be related to higher AST, GGT and GLDH activities relative to LC groups which might largely reflect the increased hepatic nutrient turnover driven by the stimulated DM intake and thus nutrient intake. Supporting this assumption, the higher blood cholesterol levels in cows fed the HC diets can be considered as an indicator of the enhanced hepatic nutrient turnover.

Serum bilirubin and albumin levels are often used as markers for hepatocyte function [51]. Owagboriaye et al. [53] reported a higher level of plasma bilirubin as well as a reduction of albumin in rats treated with Roundup Original^®^ for a period of 12 weeks (3.6–248.4 mg/kg body weight) and concluded a putative liver dysfunction. In the present trial, GLY showed no effect on serum albumin levels, whereas serum bilirubin was temporarily elevated in week 8 solely in group GLY_HC_. The reasons remain unclear, since no other GLY effects on liver-related parameters were observed as described in this work and by Schnabel et al. [18].

In contrast to our findings that serum urea concentrations were not responsive to GLY, Dedeke et al. [54] observed a significant increase of blood urea levels in rats treated with 50.4–248.4 mg/kg body weight. In contrast to rats, the amounts of urea in blood and milk of ruminants result from ruminal protein catabolism and rumino-hepatic N-cycling and are consequently depending on diet composition in general and particularly on energy supply available for microbial protein synthesis [55, 56]. Rations of LC groups contained higher amounts of crude protein but lower energy levels in conjunction with higher neutral detergent fibre (NDF) levels [19] which could have led to higher concentration of blood urea levels in LC groups than in HC groups over time following an adaption period of four weeks. Fermentation of structural carbohydrates which are represented by the NDF fraction and which are typical for LC diets results in higher ruminal acetate and lower propionate levels compared to the fermentation of starch [57, 58]. Consequently, this fermentation pattern resulted in higher systemic absorption of acetate in the blood.

Contrary to elevated cholesterol levels in the HC groups, the TG concentrations in peripheral blood declined in these groups. This might reflect a lower hepatic TG synthesis due to lower ruminal acetate supply as precursor for fatty acid synthesis [59].

However, missing GLY effects are not in line with [9], who reported an increase in serum TG levels in rats orally exposed to 4 ng/kg body weight GLY for two years. According to Fu et al. [60] GLY can lead to changes in lipid metabolism and fat deposition in the liver. They fed pigs with 10, 20 and 40 mg GLY/kg diet for 35 days. Histopathological evaluation revealed, for instance, increasing lipid granules, high degree of fibrosis or necrosis of hepatocytes with increasing GLY concentration in the diets [60]. However, neither an increase of serum TG levels nor any changes in liver histopathology after GLY exposure for 16 weeks were observed in the present study. In contrast to our findings, other authors reported liver abnormalities like hepatic congestions, macroscopic and microscopic necrotic foci [10], changes in connective tissue and collagen deposition [11] as well as nucleolar disruption in hepatocytes [9] in GLY-treated rats. The observed histopathological alterations in the present study only occurred upon different CFP in the diets. They were weak compared to a maximal score of 10 (maximal mean score: CON_HC (week 16)_ 3.78). An increased amount of hepatocellular apoptosis or necrosis were the major drivers for the slightly increased scoring in HC groups. This is in line with the observed higher AST, GGT and GLDH activities in the HC groups relative to the LC groups [61]. Furthermore, sinusoidal dilations, portal inflammation, presence of lymphocytes and plasma cells and multinuclear hepatocytes played a role in the liver score. In this study, slightly higher liver histopathology scores in HC groups could indicate generally higher metabolic liver activities as discussed above.

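With treatment as a covariate, a model over all 31 cows called 231 genes between HC and LC groups, 108 of them higher and 123 lower in HC groups, with 2179 genes (13.7% of 15916) at an unadjusted p under 0.05. With CFP as a covariate, the same kind of model called 0 genes between GLY and CON groups, where 624 genes (3.92%) had an unadjusted p under 0.05 and the smallest adjusted p (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) was 0.139. The count for CFP moved with the setting. It was 47 with a macrophage score or a stromal score as a further covariate and 55 at an adjusted p under 0.05. It was 434 with DESeq2 and went from 83 to 404 with one cow left out. At least 231 genes were called in 3 of 80 splits of the same cows, a share not corrected for the number of counts compared. The count for GLY was 1 with DESeq2 and went from 0 to 6 with one cow left out.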

Varying CFP in the diets led to 167 DEGs in gene expression analysis, while seven genes were GLY-responsive. Of the CFP-dependent DEGs 21 were enriched in four biological pathways such as “metabolism of xenobiotics by cytochrome P450”, a pathway responsible for the degradation of xenobiotics [62–64] and “chemical carcinogenesis” which is a multistep process involved in chemically induced cancer development [65]. On the one hand, these pathway enrichments are likely false positive enrichments, since the assigned DEGs are randomly distributed within these overlapping pathways, while other genes within these pathways did not show CFP responsiveness. Furthermore, mentioned DEGs take part in additional metabolic processes like lipid metabolism (*CBR1*, *CBR3*, *CYP1A1)* [62–64], the sulfation of bile acids in the liver (*SULT2A1*; [66]) or steroid hormone biosynthesis (*CYP1A1*) [62–64]. Due to an increased hepatic nutrient turnover in HC groups, as discussed above, expression of mentioned genes might be also regulated by not further specified endogenous substrates. On the other hand, effects of varying dietary compositions on the expression of drug-metabolizing enzymes in the liver were reported in mice [17].

An induction of the “complement and coagulation cascades” which is a non-specific defense mechanism against pathogens [62–64] and links inflammatory response and coagulation [67] suggested an immune response. High concentrate diets were reported to lead to elevated LPS concentrations in the portal and hepatic vein in cows [61]. This consequently leads to enhanced expression of hepatic immunological relevant genes [68]. The enzyme PLAU which is involved in plasminogen conversion [69] and part of the complement and coagulation system was reported to be induced in mammary tissue of postpartal cows after intramammary LPS injection [70].

Finally, the pathway “carbon metabolism” consists of carbon utilizing pathways like glycolysis, the pentose phosphate pathway or the citrate cycle (KEGG). In our study, five genes (*AMT*, *GPI*, *PHGDH*, *TKT* and *TPI*) related to “carbon metabolism” were repressed upon higher concentrate feed proportions, while two genes were induced (*SUCLG2* and *PKLR*). 

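The carbon metabolism genes were listed by the paper for their change in CON groups. A smaller change is therefore expected in GLY groups, whose cows were not in that comparison. Between GLY_HC_ and GLY_LC_ the log2 fold change was -0.01 for *AMT* (standard error 0.15), 0.10 for *GPI* (standard error 0.16), 0.23 for *PHGDH* (standard error 0.18), -0.10 for *TKT* (standard error 0.32) and 0.05 for *TPI1* (standard error 0.13), with unadjusted p of at least 0.226 for these 5 genes (edgeR quasi-likelihood test). For *SUCLG2* it was 0.15 (standard error 0.07, unadjusted p = 0.0485, adjusted p = 0.396 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and for *PKLR* 0.29 (standard error 0.14, unadjusted p = 0.0410, adjusted p = 0.373), near the 0.19 and 0.37 in CON groups. The interaction of GLY with CFP had an unadjusted p of 0.00497 for *PHGDH*, 0.00701 for *TPI1* and 0.0209 for *GPI*, and none of the 7 genes had an adjusted p under 0.999.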

Reasons for repression of glycolysis- and pentose phosphate-related genes *GPI*, *TKT* and *TPI* might be a reduction of energy generation by glycolysis and an enhancement of glycogen synthesis as a storage form of glucose in the liver [71]. This might be explained by higher energy levels in the diets of HC groups leading to an excess of glucose [19] which is not further required for energy generation and consequently stored as glycogen [71]. Furthermore, a reduced activity of the pentose phosphate pathway in the HC groups might further support the view of a reduced hepatic fatty acid synthesis capacity due to a lower NADPH availability which, in turn, reduces TG synthesis and peripheral export. Last but not least, only CFP-responsive DEGs occurred correlated (-0.6>r>0.6) with performance and blood data in PLS analysis, while GLY intake and GLY-responsive genes did not correlate with these parameters.

According to von Soosten et al. [5] consumed GLY is mainly excreted by urine (61 ± 11%) and feces (8 ± 3%). Missing GLY amounts are potentially degraded by ruminal microbiota or absorbed via the ruminal epithelium [5]. This absorption could be realized via the LAT1/LAT2 transporter system, since GLY is a glycine analogue [72]. However, GLY absorption capacity for the ruminal epithelium is low [5]. Since their balance studies were carried out within relatively constant energy levels in the diet (30–45% CFP based on DM) [5], influences on the absorption capacity of GLY in the context of high CFP in the diet and resulting changed ruminal microbiome and fermentation characteristics cannot be excluded [73]. Nevertheless, Fu et al. [60] postulated GLY-metabolizing properties of the liver as they detected GLY residues in liver of weaning pigs after GLY intake. Other authors [9] reported hepatic gene expression alterations for more than 4000 genes in rats following a chronic GLY-exposure of 4 ng/kg body weight. However, only p-values were used as significance threshold for DEG determination in this study and liver samples were obtained from the study of Séralini et al. [10], which was retracted in 2012 and republished in 2014. It should be noted that the study is highly debated in the scientific community as reviewed by Resnik [74]. Accordingly, genes with altered expression in the liver upon GLY exposure presented in [9] have to be considered with caution. These genes were associated with, for instance, metabolic stress related pathways or apoptosis. In contrast to the drastic hepatic gene expression alterations in [9], only seven GLY-responsive genes were observed in the present study. These changes in expression can even be attributed to a false-positive detection, as this number of genes is low in comparison with the underlying genome size. 

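Of the 15916 genes tested, 2.92% had an unadjusted p under 0.05 between GLY_HC_ and CON_HC_ and 5.65% between GLY_LC_ and CON_LC_. The smallest adjusted p (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) was 0.273 in HC groups and 0.0832 in LC groups. When no gene was changed between 2 groups of simulated counts, the same model called 0 genes and 4.99% had an unadjusted p under 0.05. Other splits of the same cows into groups gave as many genes in most cases. At least 899 genes, the LC count, had such a p in 84 of 100 splits, the real one included. At least 464 genes, the HC count, had it in 76 of 100. Without GLY_LC_ cow 912, 484 of 15752 genes had such a p between GLY_LC_ and CON_LC_.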

Additionally, fold-changes for these genes were weak with a maximum increase of 1.4fold and read counts were low with an average of 367 in GLY_HC_ (*TPCN2*) or a maximum decrease of 1.8fold with an average of 83 read counts in GLY_HC_ (*LURAP1L*). This also explains that the detected expression changes in GLY_HC_ by qRT-PCR were only statistically validated for *CDH2*, *ERFFI* and *TPCN2*. 

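*TPCN2* had 354 ± 62.8 normalized counts in GLY_HC_ and 251 ± 30.6 in CON_HC_ (SD, n = 8 each), a 1.41-fold increase. *LURAP1L* had 76.8 ± 16.5 in GLY_HC_ and 140 ± 41.6 in CON_HC_ (SD, n = 8 each), a 1.81-fold decrease. In the authors' deposited normalized counts the means in GLY_HC_ were 337 ± 60.8 for *TPCN2* and 73.0 ± 15.6 for *LURAP1L*. The means of raw reads in GLY_HC_ were 367.6 and 82.5, and the paper's reported mean read counts are 367 for *TPCN2* and 83 for *LURAP1L*. With each cow left out in turn, both genes kept their direction, which says little because they were selected on the same cows. *LURAP1L* did not have the largest decrease between GLY_HC_ and CON_HC_. *ERRFI1* had 2970 ± 940 in GLY_HC_ and 6270 ± 2220 in CON_HC_ (SD, n = 8 each). Its log2 fold change was -1.08, against -0.86 for *LURAP1L*.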

Seven DEGs were not enough for enriching KEGG signaling pathways, since the statistic’s power for enrichment is very limited in small gene lists [33]. According to DAVID and further characterization, three GLY-responsive genes (*CDH2*, *MCFD2* and *TPCN2*) are related to calcium binding. Since GLY is considered to be a chelator for metal ions like calcium [75], GLY and calcium levels in the blood were measured to analyze potential chelating behavior of GLY. Calcium concentrations showed no significant GLY effect and GLY levels in the blood were lower than the detection limit of 0.59 μM [18]. To improve the results, advanced techniques in detection of GLY concentration in blood were used for more precise measurement of these. Mean calcium levels (2539 μM) and mean GLY concentration (0.017 μM) in blood of randomly selected cows from both GLY groups in week 16 of the trial were used for a calculation of the potential formation of 1:1 calcium/GLY complexes [76, 77]. Calculations resulted in a mean of ~146,000fold calcium excess in GLY groups. Even if GLY affected calcium levels, which is unlikely as described in Buffler et al. [78], this would not be enough to explain changes in expression of calcium related genes in the liver, in the case that GLY levels in blood and hepatocytes would be comparable, what is still unknown. Additionally, studies reported that calcium ions were able to inhibit GLY properties *in vitro* [77] which would rather suggest a GLY neutralization than a negative effect of calcium chelation. Consequently, interactions between GLY and calcium in the blood of dairy cows were considered to be unlikely or non-relevant in our study. Ignoring that GLY-responsive genes could be false-positive genes and assuming minimal changes in gene expression in the present study, the biological relevance of this is questionable, since the tested GLY formulation showed no adverse effects on liver histopathology, biochemical parameters as well as general animal health characteristics [19] and hematological parameters [18] upon practical maximum GLY exposure conditions. Finally, it should be pointed out, that Roundup Record^®^ is a formulation and contained other ingredients, especially surfactants, besides GLY, which might have possible toxic effects. Previous studies likely used GLY formulations with different surfactants, which had been shown to have more toxic potential than the surfactant in Roundup Record^®^ [79] and were banned in the EU. This has to be taken into consideration when comparing results of older studies to this study, where ethoxylated fatty amidoamine was used as surfactant in the GLY formulation according to European regulations.

## Conclusion

The present study aimed to represent real-life worst-case conditions of GLY-contaminations in dairy cows’ rations. Our findings showed, that the tested GLY formulation did not induce adverse effects on biochemical blood parameters, liver histopathology as well as on hepatic gene expression in lactating dairy cows, whereas different concentrate feed proportions in the diet, time or an interaction between them affected all mentioned parameters. Thus, it can be concluded, that upon conditions applied in our study, no adverse effects of the tested GLY formulation occur on dairy cows regarding the analyzed parameters.

## Supporting information

S1 Fig Histopathological analysis of Hematoxylin and Eosin (HE) stained liver tissue. For classification and scoring of the hepatic lesions HE-stained sections were evaluated for lobular (A) and portal inflammation (B), intensity of infiltration with lymphocytes or plasma cells (C), occurrence of hepatocellular apoptosis or necrosis (D), fibrosis (E), hemorrhage (F), sinusoidal dilatation (G), multinuclear hepatocytes (H), glycogen (I) and lipid storage (J). Shown are examples where respective parameters were assessed with 1 (= present). All scores were summarized as a cumulative overall liver histology score.
(TIF) Click here for additional data file.

S2 Fig Assignment of concentrate feed proportion responsive genes in the liver to KEGG pathway “Chemical carcinogenesis (bta05204)”. According to DAVID “Chemical carcinogenesis” was enriched with seven differentially expressed genes. Genes were induced (green) or repressed (brown) in liver of cows fed with high concentrate feed proportions compared to those receiving low concentrate feed proportions in their ration for 16 weeks.
(TIF) Click here for additional data file.

S3 Fig Assignment of concentrate feed proportion responsive genes in the liver to KEGG pathway “Metabolism of xenobiotics by cytochrome P450 (bta00980)”. According to DAVID “Metabolism of xenobiotics by cytochrome P450” was enriched with seven differentially expressed genes. Genes were induced (green) or repressed (brown) in liver of cows fed with high concentrate feed proportions compared to those receiving low concentrate feed proportions in their ration for 16 weeks.
(TIF) Click here for additional data file.

S4 Fig Assignment of concentrate feed proportion responsive genes in the liver to KEGG pathway “Complement and coagulation cascades (bta04610)”. According to DAVID “Complement and coagulation cascades” was enriched with seven differentially expressed genes. Genes were induced (green) or repressed (brown) in liver of cows fed with high concentrate feed proportions compared to those receiving low concentrate feed proportions in their ration for 16 weeks.
(TIF) Click here for additional data file.

S5 Fig Assignment of concentrate feed proportion responsive genes in the liver to KEGG pathway “Carbon metabolism (bta01200)”. According to DAVID “Carbon metabolism” was enriched with seven differentially expressed genes. Genes were induced (green) or repressed (brown) in liver of cows fed with high concentrate feed proportions compared to those receiving low concentrate feed proportions in their ration for 16 weeks.
(TIF) Click here for additional data file.

S6 Fig PLS of differentially expressed genes in the liver with performance and biochemical blood parameters. Clustered image map of PLS analysis comparing in vivo responses and gene expression in the liver of cows fed with or without glyphosate-contaminated rations as well as with different concentrate feed proportions for 16 weeks. ADIPOR2 = adiponectin receptor 2; ALDH1L2 = aldehyde dehydrogenase 1 family member L2; AST = aspartate aminotransferase; BLVRB = biliverdin reductase B; CLDN4 = claudin 4; CORO1C = coronin 1C; CPM = carboxypeptidase M; CRAT = carnitine O-acetyltransferase; CTSC = cathepsin C; CTTN = cortactin; DMI = dry matter intake; ECM = energy-corrected milk yield; EPS15 = epidermal growth factor receptor pathway substrate 15; FAM102A = family with sequence similarity 102 member A; GLDH = glutamate dehydrogenase; GSTA3 = glutathione S-transferase alpha 3; LYPD1 = LY6/PLAUR domain containing 1; NEFA = non-esterified fatty acids; NQO1 = NAD(P)H quinone dehydrogenase 1; NR2F1 = nuclear receptor subfamily 2 group F member 1; ORAI = ORAI calcium release-activated calcium modulator 2; PKIB = protein kinase (cAMP-dependent, catalytic) inhibitor beta; RASGEF1A = RasGEF domain family member 1A; RELB = RELB proto-oncogene, NF-kB subunit; SHROOM3 = shroom family member 3; SLC17A1 = solute carrier family 17 member 1; SLC26A7 = solute carrier family 26 member 7; SMC2 = structural maintenance of chromosomes 2; STIP1 = stress induced phosphoprotein 1; TMPRSS7 = transmembrane protease, serine 7; TREM2 = triggering receptor expressed on myeloid cells 2; TUBB4A = tubulin beta 4A class Iva; UGDH = UDP-glucose 6-dehydrogenase; ZC3H12A = zinc finger CCCH-type containing 12A.
(TIF) Click here for additional data file.

S1 Table Performance data of animals used for histopathological and gene expression analyses. (XLSX) Click here for additional data file.

S2 Table Characterization of primers used in qRT-PCR. (XLSX) Click here for additional data file.

S3 Table Details of differentially expressed CFP-responsive genes. (XLSX) Click here for additional data file.

S4 Table Details of differentially expressed GLY-responsive genes. (XLSX) Click here for additional data file.

S5 Table Details of enriched signaling CFP-responsive pathways according to KEGG. (XLSX) Click here for additional data file.

## Abbreviations

ACTB: actin beta
ACVP: American College of Veterinary Pathologists
ALDH1_7: alcohol dehydrogenase 1/7
ALDH1A2: aldehyde dehydrogenase 1 family member A2
AMT: aminomethyltransferase
AST: aspartate aminotransferase
ATF5: activating transcription factor 5
A2M: alpha-2-macroglobulin
CBR1: carbonyl reductase 1
CBR3: carbonyl reductase 3
CDH2: cadherin 2
CD59: CD59 molecule
CFH7: complement factor H
CFP: concentrate feed proportion
CON: control
CYP1A1: cytochrome P450, subfamily I (aromatic compound-inducible), polypeptide 1
C5: complement C5
C6: complement C6
DAVID: database for annotation, visualization and integrated discovery
DEG: differentially expressed genes
DM: dry matter
ERRFI: ERBB receptor feedback inhibitor 1
FBN: Leibniz Institute for Farm Animal Biology
FDR: false discovery rate
GC-FID: flame ionization detector gas chromatography
GGT - γ: glutamyltransferase
GLDH: glutamate dehydrogenase
GLY: glyphosate
GO: gene ontology
GPI: glucose-6-phosphate isomerase
GSTA: glutathione S-transferase alpha 3
GSTM3: glutathione S-transferase mu 3
HC: high concentrate
HE: hematoxylin and eosin
KCNC4: potassium voltage-gated channel subfamily C member 4
KEGG: Kyoto Encyclopedia of Genes and Genomes
LC: low concentrate
lfc: log2 fold change
LOD: limit of detection
LOQ: limit of quantification
LURAP1L: leucine rich adaptor protein 1 like
MCFD2: multiple coagulation factor deficiency 2
MF: molecular function
NCBI: National Center for Biotechnology Information
ORAI2: ORAI calcium release-activated calcium modulator 2
PHGDH: phosphoglycerate dehydrogenase
PKIB: cAMP-dependent protein kinase inhibitor beta
PKLR: pyruvate kinase
PLAU: plasminogen activator, urokinase
PLCD4: phospholipase C delta 4
PSEM: pooled standard error of the means
qRT-PCR: quantitative real-time polymerase chain reaction
SLC15A1: solute carrier family 15 member 1
SUCLG2: succinate-CoA ligase GDP-forming beta subunit
SULT1A1: sulfotransferase family, cytosolic, 1A, phenol-preferring, member 1
SULT2A1: sulfotransferase family, cytosolic, 2A, dehydroepiandrosterone (DHEA)-preferring, member 1
t: time
TFRC: transferrin receptor
TG: triglyceride
TKT: transketolase
TMR: total mixed ration
TNFRSF9: tumor necrosis factor receptor superfamily member 9
TPCN2: two pore segment channel 2
TPI: triosephosphate isomerase 1
TUBB4A: tubulin beta 4A class Iva
UXT: ubiquitously expressed prefoldin like chaperone
YWHAZ: tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein zeta

How the deposited data were processed for this re-analysis (not part of the article)

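RNA-seq of liver biopsies from week 16 was available for 31 cows in 4 feeding groups (8 cows in CON_HC_, 8 in CON_LC_, 8 in GLY_HC_ and 7 in GLY_LC_). The deposited labels name the feeding group and number of each cow, and all 31 columns were mapped. The authors checked the reads with FastQC, trimmed them with Trim Galore at a minimum Phred score of 20, aligned them with HISAT2 to UMD3.1 and counted uniquely mapped reads per gene with HTSeq. The authors deposited the raw counts of 24616 genes. The strand setting of the counting is not stated in the paper's text. A second deposited table holds a normalized expression signal, for which the authors divided the raw counts by 1 size factor per cow (DESeq2's median of ratios over all 31 cows) and kept the 15916 genes with at least 20 reads summed over all cows. This was tested on both tables. Differences were computed from the raw counts, and the normalized table was used only for group means.

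Between 11675775 and 36675542 reads per cow were assigned to genes. No pair of cows of the same group had counts that differed by sampling noise alone, since the chi-square per gene over the 105 pairs was between 24.5 and 487, taken over genes with at least 20 reads in the pair. Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, dispersion estimation and quasi-likelihood F test) on the 15916 genes. The model held the 4 groups, and the contrasts were CON_HC_ versus CON_LC_, GLY_HC_ versus GLY_LC_, GLY_HC_ versus CON_HC_, GLY_LC_ versus CON_LC_ and the interaction of GLY with CFP. Additive models gave HC versus LC with treatment as a covariate and GLY versus CON with CFP as a covariate. A gene was called at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.1. Group values are counts scaled by TMM factors, given as mean ± SD. Each of the paper's lists of genes was evaluated in cows that were not in the comparison that gave the list. The measure was the mean difference in log2 CPM (prior count 2) signed by the direction in the list. It was tested with an exact two-sided permutation test of the group labels of those cows.

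The alternatives were RLE and upper-quartile normalization, no filter on low counts (genes with at least 1 read), edgeR's filterByExpr with a minimum of 10 reads, a robust quasi-likelihood fit, an adjusted p under 0.05, only the 2 compared groups in the fit, DESeq2 1.42.0 with and without independent filtering and on only the 2 compared groups, DESeq2's shrunken log2 fold changes, a prior count of 0.5, the median in place of the mean over genes, and each cow left out in turn. DESeq2 on only the 2 compared groups without GLY_LC_ cow 912 and 3 further covariates were added after the data were seen.

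Genes were named by a rule set before the data were examined: every gene that the results or discussion of the paper name from its RNA-seq data (Table 2, Table 3, Fig 4 and the text), in the contrast in which the paper reports it, and for each of the 4 contrasts the 3 called genes with the largest rise and the 3 with the largest fall. In the comparison of GLY_LC_ with CON_LC_, 1 called gene fell. Of the genes that this rule covers, 1 is not reported here, and genes named only in legends of supplementary figures are outside the rule. Scores of cell types are means over lists of marker genes of log2 CPM, each gene centred on its median over the cows. The lists of intestinal epithelium, epidermis and hepatocyte genes were written after the data were seen. The steps were tested on simulated negative binomial counts with the real mean levels, library sizes and dispersions, in which 200 genes changed by 1.5 on the log2 scale in GLY_HC_ alone. The GLY_HC_ versus GLY_LC_ contrast recovered 151 of the 200 and called 26 unchanged genes, the interaction recovered 128 and DESeq2 on only GLY_HC_ and CON_HC_ recovered 156 and called 47 unchanged genes. The model of HC against LC groups with treatment as a covariate, which averages over GLY and CON, recovered 83 (60.5% of the changed genes above 2 CPM), with a median log2 fold change of 0.73. Changes smaller than 1.5 were not simulated. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for scores, permutation tests and figures.

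Blood parameters, histopathology, qRT-PCR, the partial least squares analysis and the KEGG enrichment have no deposited table of values or no gene sets at hand and were not analysed here.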

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

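The test of hepatocyte genes in cow 912 was set before its result was seen, and the other tests in this part were chosen after the result was seen.

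GLY_LC_ cow 912 carried reads of genes of the intestinal epithelium, which the paper does not report on. A score over a list of such genes, written after *FABP2* and other called genes had been found high in this cow, was 3.95 in this cow and at most 0.41 in the 16 CON cows, measured as a mean of centred log2 CPM. Within GLY_LC_ this score set the cow apart from the others, with a gap to the next cow of 89.8% of the range of the group, above Dixon's 95% critical value for 7 cows. *KRT20* had 553 reads and *CLCA4* 1091 in this cow, against at most 0 and 1 in any other cow. The highest counts of the group by the same measure were also found in this cow for *FABP2* (95.5%), *MUC13* (92.7%), *BCO1* (100%) and *OLFM4* (80.9%) and for the score of stromal and smooth muscle genes (69.6%), and the lowest for *CYP1A1* (70.3%), *CDH2* (72.2%) and *AMT* (56.9%). RNA from intestinal tissue in the sample is a candidate explanation, since 11 of the 16 listed genes with reads were at their highest CPM of all 31 cows in this cow, where 1 in 31 is what chance gives. A larger library was tested and set aside: its total of 24311393 assigned reads lies within the range of the other cows of the group. A sample of another tissue in place of liver was not seen either, as the median log2 difference of 20 hepatocyte genes from the other cows of the group was -0.76. The hepatocyte genes did not all fall. *FGA* (30078 CPM), *FGB* (47593), *FGG* (41857) and *APOA1* (804) had their highest CPM of all 31 cows in this cow. The other listed hepatocyte genes had theirs in other cows. A mixed sample may therefore account for the intestinal genes, while its part in the changes of hepatocyte genes was not tested. A response of 1 cow to its diet was not tested either.

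Without that cow, no gene was called in the edgeR model in either contrast of GLY_LC_: of the 32 genes between GLY_HC_ and GLY_LC_, 5 had too few reads left to be tested and 0 of the other 27 were still called (1318 genes had an unadjusted p under 0.05), and of the 10 genes between GLY_LC_ and CON_LC_, 3 had too few reads left and 0 of the other 7 were still called (484 genes). The untested genes include *FABP2*, *MUC13*, *BCO1* and *OLFM4*, for which the outcome was fixed by the filter. This was not specific to cow 912. The first count was also 0 without GLY_HC_ cow 32 and without GLY_HC_ cow 154. The second changed in all 31 fits that left out one cow, with a median of 0, and it was 0 without any single cow of CON_LC_, while it went to between 23 and 41 without any other single cow of GLY_LC_. *GPT2* had a log2 fold change of -0.88 between GLY_LC_ and CON_LC_ with cow 912 and -0.81 without it (adjusted p = 1.00). In DESeq2 on the 2 groups without cow 912, ENSBTAG00000003492 had an adjusted p of 1.00 (0.00280 with the cow; over the alternatives from 0.00190 to 1.00), so that its rise in GLY_LC_ could be a rise in this cow, while the gene was higher than the CON_LC_ mean of 10.2 normalized counts in 4 of 7 GLY_LC_ cows. The paper's CFP-responsive genes of GLY groups rested on it less: 54 of the 87 were called by DESeq2 on the 2 groups without this cow. Between CON_HC_ and CON_LC_, which do not hold cow 912, the edgeR model called 7 genes without this cow and 0 with it.

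Over 47 genes, 4 scores and the log2 total of reads in 4 groups, 23 of 208 tests set a cow apart, and chance gives about 10.4. GLY_LC_ cow 912 accounts for 9 of them. Over all 15916 genes, this cow was set apart in 1091, against a median of 109 and at most 397 in the other 30 cows. The remaining 14 single values follow. In CON_HC_, cow 133 was lowest for *TUBB4A* (55.1%) and highest for *KRT1* (100%), and cow 144 was highest for ENSBTAG00000003492 (56.8%). In CON_LC_, cow 941 was lowest for *CYP3A4* (64.9%) and cow 169 highest for *LURAP1L* (68.3%). In GLY_HC_, cow 37 was lowest for *PKIB* (58.3%), cow 154 highest for *FABP2* (100%) and cow 117 highest for *BCO1* (100%). In GLY_LC_, cow 42 was lowest for *HNRNPH3* (57.5%) and *PKIB* (70.0%), cow 905 highest for *KRT1* (100%), cow 147 lowest for *KIAA1549* (65.1%), cow 544 highest for the macrophage score (61.5%) and cow 209 highest for the log2 total of assigned reads (60.7%). A gap of 100% for *KRT1*, *FABP2* and *BCO1* arises where 1 cow has reads and the others have none. These values are close to the number that chance gives, and no biological explanation was tested for them.

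Stromal genes among the paper's lists, such as *DCN* and *TAGLN*, were lower in GLY_HC_ than in GLY_LC_. A different share of stromal tissue in the biopsies is a candidate explanation, since a list of 16 stromal and smooth muscle genes, none of them among the paper's genes and fixed in advance, was lower in GLY_HC_ (difference in mean score -0.73, exact permutation test, p = 0.00186, adjusted p = 0.0521 over 28 tests). It is not put down to cow 912 alone, as the difference without it was -0.39 (exact permutation test, p = 0.00566). In CON groups the difference was -0.39 with a wide spread (exact permutation test, p = 0.383). A change of stromal tissue with the diet cannot be told apart from a difference in where the biopsies were taken.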

How the results depend on the processing

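All alternatives were set before the data were examined, except DESeq2 on only the 2 compared groups without GLY_LC_ cow 912 and the 3 further covariates. No paired analysis was possible because the 4 groups hold different cows. Where a value changed, the cause was not tested unless a test is named.

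For CON_HC_ versus CON_LC_, 0 genes were called in the edgeR model (949 at an unadjusted p under 0.05) and under each alternative within edgeR that kept all cows. DESeq2 called 27 genes with independent filtering, 24 without and 80 on only the 2 compared groups. The fits that each left out one cow called from 0 to 7, and the count changed in 10 of these 31 fits. The 7 genes were called without GLY_LC_ cow 912, which is in neither of the compared groups. In that fit *CYP1A1* had an adjusted p of 0.0988 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), against 0.438 with all cows. In other splits of the same cows into groups of 8, 12 of 50 splits, the real one included, gave at least as many genes as the 80 of DESeq2 on the 2 groups, with a median of 14 over the other splits. In the edgeR model, 100 of 100 splits gave at least 0 genes, and 14 of 100 gave at least 949 genes at an unadjusted p under 0.05.

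For GLY_HC_ versus GLY_LC_, 32 genes were called. The count was 31 with upper-quartile normalization and 23 without a filter on low counts, both within 1.5 times. It was 66 with RLE normalization, 11 with filterByExpr, 8 with the robust fit, 7 at an adjusted p under 0.05, 0 with only the 2 compared groups in edgeR, 143 with DESeq2, 109 with DESeq2 without independent filtering, 89 with DESeq2 on only the 2 compared groups and 77 with the latter without GLY_LC_ cow 912. Leaving out one cow gave from 0 to 150. Of 100 splits, 5 gave at least 32 genes and 6 gave at least 1991 genes at an unadjusted p under 0.05, and of 50 splits, 5 gave at least the 89 genes of DESeq2 on the 2 groups. These shares of 5.00%, 6.00% and 10.0%, not corrected for the number of counts compared, do not rule out a grouping of cows by chance.

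For GLY_HC_ versus CON_HC_, 0 genes were called (464 at an unadjusted p under 0.05) under all alternatives but DESeq2 on only the 2 compared groups, which called 3, and the fits that left out one cow, which called from 0 to 1. At least 3 genes were called by DESeq2 in 29 of 50 splits, at least 0 by edgeR in 100 of 100, and at least 464 genes at an unadjusted p under 0.05 in 76 of 100. For GLY_LC_ versus CON_LC_, 10 genes were called, and 10 with RLE, with upper-quartile normalization and without a filter. The count was 0 with filterByExpr, the robust fit, only the 2 compared groups in edgeR and an adjusted p under 0.05, 4 with DESeq2 with or without independent filtering, 2 with DESeq2 on only the 2 compared groups and 1 with the latter without GLY_LC_ cow 912, and it went from 0 to 41 with one cow left out. At least 10 genes were called in 27 of 100 splits, at least 899 genes had an unadjusted p under 0.05 in 84 of 100, and DESeq2 called at least 2 genes in 29 of 50.

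With treatment as a covariate, 231 genes were called between HC and LC groups. The count stayed within 1.5 times with RLE (241), upper-quartile normalization (242), filterByExpr (182) and the robust fit (210). It was 134 without a filter, 55 at an adjusted p under 0.05, 434 with DESeq2 and 388 with DESeq2 without independent filtering, and it went from 83 to 404 with one cow left out. With a further covariate it was 47 for the macrophage score, 47 for the stromal score and 92 for the log2 total of assigned reads. Of 80 splits, 3 gave at least 231 genes and 2 gave at least 2179 genes at an unadjusted p under 0.05 (3.75% and 2.50%), not corrected for the number of counts compared. With CFP as a covariate, 0 genes were called between GLY and CON groups (624 at an unadjusted p under 0.05), 1 with DESeq2 with or without independent filtering, and from 0 to 6 with one cow left out. In 80 of 80 splits there were at least 0 called genes and in 65 of 80 at least 624 genes at an unadjusted p under 0.05. The interaction called 0 genes (670 at an unadjusted p under 0.05), 1 with DESeq2 with or without independent filtering and from 0 to 0 with one cow left out; 100 of 100 splits gave at least 0 called genes and 72 of 100 at least 670 genes at an unadjusted p under 0.05.

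The number of genes called in both CFP contrasts was 0 in the edgeR model (949 and 1991 genes at an unadjusted p under 0.05), 3 with DESeq2, 2 with DESeq2 without independent filtering, 3 with DESeq2 on only the 2 compared groups, 3 with the latter without GLY_LC_ cow 912, and from 0 to 0 with one cow left out. In 100 of 100 splits it was at least 0. Of the 21 pathway genes of the paper, 0 were called in the edgeR model (21 had an unadjusted p under 0.05), 1 with RLE (*PLAU*), 3 with DESeq2 with or without independent filtering, 13 with DESeq2 on only the 2 compared groups, 13 with the latter without GLY_LC_ cow 912, and from 0 to 2 with one cow left out. In 100 of 100 splits it was at least 0. A count of at least 0 holds for every split and says nothing about the groups.

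The difference of the paper's CON genes in GLY cows was 0.18 (exact permutation test, p = 0.0544). It stayed at 0.18 with RLE size factors and with a prior count of 0.5, and with the median over genes it was 0.18 and passed 0.05 (exact permutation test, p = 0.0214). Leaving out one cow gave from 0.14 to 0.21, and without GLY_LC_ cow 102 (p = 0.0316), 147 (p = 0.042) or 905 (p = 0.037) the exact permutation p was under 0.05. The difference of the paper's GLY genes in CON cows kept its direction and an exact permutation p under 0.05 under each alternative, with values from 0.32 to 0.42 with one cow left out and 0.19 over the genes called in the edgeR model. The difference of the 5 genes of GLY_HC_ in LC cows was -0.08 and went from -0.13 to 0.05 with one cow left out, the positive value being that without GLY_LC_ cow 912. The list of genes called in the edgeR model could not be run for CON groups and for GLY_HC_, where no gene was called (949 and 464 genes at an unadjusted p under 0.05).

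Of 50 log2 fold changes of named genes, RLE moved 5 past the threshold, DESeq2 with independent filtering moved 14 past it and 3 below it, and DESeq2 on only the 2 compared groups moved 30 past it and 4 below it. The robust fit moved 7 below the threshold and only the 2 compared groups in edgeR moved 10 below it. The direction reversed for 2 genes. Between GLY_HC_ and GLY_LC_, *FABP2* had a log2 fold change of 1.20 with DESeq2, 1.20 without independent filtering, 1.19 on only the 2 compared groups and 1.09 with the latter without GLY_LC_ cow 912, and *BCO1* had 0.50, 0.50, 0.50 and 0.47. Between GLY_LC_ and CON_LC_, *FABP2* had -0.49, -0.49, -0.50 and -0.39, and *BCO1* had -0.90, -0.90, -0.91 and -0.87. Both genes have reads in 1 cow almost alone. The authors' deposited normalized counts are from 0.94 to 0.97 times the TMM-normalized counts in each cow, a scaling that moves all genes alike. Of 188 group means, 1 moved by more than 1 SD with it, that of *HNRNPH3* in GLY_LC_, whose SD is small, and this says nothing about the gene. The depth limits the genes with few reads: *KRT1* had a median of 0 normalized counts in 3 of the 4 groups, and *TNFRSF9* of 5.01 in GLY_LC_.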

Differences from the paper's values

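All alternatives named here were set before the data were examined, except DESeq2 on only the 2 compared groups without GLY_LC_ cow 912, which was chosen after the values were seen. The paper's values for log2 fold changes come with standard errors.

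The paper counts 167 genes upon varying CFP and 32 were called here in the edgeR model. DESeq2 with and without independent filtering, DESeq2 on only the 2 compared groups and the fits without GLY_LC_ cow 147 or 209 came within 1.5 times of the paper's count, and the other alternatives did not. Between CON_HC_ and CON_LC_ the paper counts 81 genes, 48 higher and 33 lower, and 0 were called here (949 at an unadjusted p under 0.05), 0 higher and 0 lower. Only DESeq2 on the 2 compared groups came within reach, with 80 genes, 42 higher and 38 lower, of which 45 are among the paper's 81. DESeq2 on all cows called 9 of the paper's 81 with independent filtering and 7 without. Between GLY_HC_ and GLY_LC_ the paper counts 87 genes, 56 of them higher, and 32 were called here, 6 of them higher. RLE normalization, DESeq2 without independent filtering, DESeq2 on only the 2 compared groups and the fits without GLY_HC_ cow 37 or without GLY_LC_ cow 42, 102, 209, 544 or 905 came within 1.5 times of the paper's 87, and the others did not. For the paper's 56 higher genes, DESeq2 with independent filtering (72), without it (54) and on only the 2 compared groups (56) came within 1.5 times. The paper's 87 genes include 87 of the 89 genes of DESeq2 on only the 2 compared groups, 66 of the 143 with independent filtering, 59 of the 109 without it, 29 of the 66 with RLE, 13 of the 32 of the edgeR model and 54 of the 77 of DESeq2 on the 2 groups without GLY_LC_ cow 912.

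The paper finds 1 gene in both CFP contrasts and 0 were called in both here (949 and 1991 genes at an unadjusted p under 0.05). None of the alternatives gave 1: DESeq2 gave 3 with independent filtering, 2 without it and 3 on only the 2 compared groups, each time with the paper's *HNRNPH3* among them. The paper counts 5 genes between GLY_HC_ and CON_HC_, and 0 were called here (464 at an unadjusted p under 0.05). None of the alternatives reached 5, and DESeq2 on only the 2 compared groups called 3 of them, *ERRFI1*, *LURAP1L* and *TPCN2*. The paper counts 2 genes between GLY_LC_ and CON_LC_, and 10 were called here, none of them the paper's. DESeq2 on only the 2 compared groups called the paper's 2, and DESeq2 on all cows, with or without independent filtering, called 4 with the paper's 2 among them. Of the paper's 2, 1 was called by DESeq2 on the 2 groups without GLY_LC_ cow 912. Over both contrasts the paper counts 4 genes higher and 3 lower in GLY, and 9 and 1 were called here. For the paper's 4, DESeq2 with and without independent filtering and on only the 2 compared groups came within 1.5 times, and for the paper's 3 lower only the last did.

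Of 40 log2 fold changes of genes that the paper names, 19 lay within the error of the paper's value in the edgeR model. With DESeq2's shrunken log2 fold changes on all 31 cows it was 37, and with shrunken log2 fold changes on only the 2 compared groups it was 29. The paper's methods name a shrinkage estimator with a normal distribution. Both shrunken settings came within the error for *CYP1A1* (-0.61 here against the paper's -0.43), *A2M* (0.80 against the paper's 0.35), *PLAU* (0.90 against the paper's 0.52), *PHGDH* (-0.55 against the paper's -0.34), *TKT* (-0.72 against the paper's -0.40), *KCNC4* (-0.97 against the paper's -0.53), *ATF5* (-0.66 against the paper's -0.43), *TUBB4A* (-0.63 against the paper's -0.41), *PKIB* (0.99 against the paper's 0.56) and *TPCN2* (0.50 against the paper's 0.34). Only the shrunken values on all 31 cows came within the error for *CBR3* (1.06 against the paper's 0.50), *SLC15A1* (-1.56 against the paper's -0.62), *ALDH1A2* (-1.09 against the paper's -0.57), *ORAI2* (1.29 against the paper's 0.56), *TFRC* (0.84 against the paper's 0.52), *TNFRSF9* (2.32 against the paper's 0.48), *LURAP1L* (-0.86 against the paper's -0.38) and ENSBTAG00000033523 (0.89 against the paper's 0.50). None of the alternatives did for *PLCD4* (1.14 against the paper's 0.49), *ERRFI1* (-1.08 against the paper's -0.36) and ENSBTAG00000003492 (5.84 against the paper's 0.09). The other alternatives did not come within the error for any of these genes.

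In GLY_LC_ the SD of normalized read counts was 1440 for ENSBTAG00000003492 against about 60 in Fig. 4, read by eye, and 11.9 for ENSBTAG00000033523 against about 1400 in Fig. 4, read by eye. The authors' deposited normalized counts did not close the gap of either gene, with SDs of 1390 and 11.0. The 1390 of ENSBTAG00000003492 is near the value read for ENSBTAG00000033523, while the 11.0 of the latter is not near the value read for the former.

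The paper names *TPCN2* for the largest increase among GLY-responsive genes, having set aside the 2 uncharacterized genes of GLY_LC_. Of these 2, ENSBTAG00000003492 rose by 5.84 and ENSBTAG00000033523 by 0.89 on the log2 scale between CON_LC_ and GLY_LC_. *TPCN2* rose by 0.50 between CON_HC_ and GLY_HC_. The 5.84 was 2.98 without GLY_LC_ cow 912, and over the alternatives that kept all cows it ranged from 0.19 to 5.95. For the largest decrease the paper names *LURAP1L*. Between GLY_HC_ and CON_HC_ its log2 fold change was -0.86 here, while that of *ERRFI1* was -1.08.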

Other observations

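The tests of macrophage scores and of *KRT1*, the test of cow 912 and the lists of intestinal and epidermis genes were chosen after the result was seen; the further covariates and the other splits of the cows were set before theirs was seen.

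Of the 9 counts of called genes compared with other splits of the same cows in the edgeR model, the count for HC against LC groups over all cows had the smallest share of splits that gave as many, with 3 of 80 (3.75%) giving at least 231 genes and 2 of 80 (2.50%) at least 2179 genes at an unadjusted p under 0.05. The share for GLY_HC_ against GLY_LC_ was close to it (5.00%), and as the shares were not corrected for the 9 counts compared, they do not set this count apart. The covariates narrow it. With the macrophage score added, 33 of the 231 genes were still called, with the stromal score 36 and with the log2 total of assigned reads 90. A share of macrophages or stromal tissue in the biopsies, or a difference in assigned reads, may therefore account for a part of the genes. A covariate that goes along with the diet also takes up a part of the effect of the diet, so the tests do not tell these explanations from a response of hepatocytes. Without GLY_LC_ cow 912, 111 of the 231 genes were among the 136 called and 20 had too few reads left to be tested, so that 111 of 211 tested genes were still called, and the count also moved without other single cows, from 83 to 404 genes.

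The macrophage score was higher in GLY_HC_ than in GLY_LC_ by 0.31 (exact permutation test, p = 0.0897, adjusted p = 0.588 over 28 tests) and in CON_HC_ than in CON_LC_ by 0.24 (exact permutation test, p = 0.182, adjusted p = 0.641). Genes of macrophages among the paper's, such as *FCGR2A*, went the same way, and neither contrast alone stood out from the spread between cows. With HC compared with LC within treatment over all 31 cows, the difference was 0.27 for macrophages (exact permutation test, p = 0.0284, adjusted p = 0.119 over 7 scores) and -0.56 for the stromal score (p = 0.0339, adjusted p = 0.119), a test chosen after the separate contrasts were seen. A different share of macrophages in the biopsies is therefore a candidate explanation that was neither established nor ruled out.

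*KRT1*, the called gene with the largest rise in GLY_HC_, had its most CPM in GLY_HC_ cow 154. Of 15 listed epidermis genes with reads, 5 were highest in this cow. Traces of skin in the sample would put most of them there and chance about 1 in 31, and the value lies between these outcomes, so that *KRT1* cannot be told apart from RNA of skin. The count covers only the cow with the most *KRT1*. The next most were the 71 reads in GLY_HC_ cow 32, where *KRT2* was highest, and the 17 reads in GLY_HC_ cow 117, where *LOR*, *KRTDAP*, *SBSN*, *DMKN* and *CDSN* were highest, which was looked at after the result was seen. Most of these genes have few reads.

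The genes that respond to CFP in CON cows and in GLY cows were not shown to differ: the interaction called 0 genes (670 at an unadjusted p under 0.05), and DESeq2 with or without independent filtering called 1. The paper's GLY genes moved the listed way in CON cows (0.36, exact permutation test, p = 0.0117, 76 of 86 genes), while its CON genes in GLY cows did so with 0.18 (exact permutation test, p = 0.0544, 63 of 80 genes). For the CON genes the p was 0.0544 with RLE size factors and with a prior count of 0.5 too, at or above 0.05 in 12 of the 15 fits that left out one cow (up to 0.112), and 0.0214 with the median over genes in place of the mean. A response to CFP shared by both treatments is a candidate explanation that rests on the paper's GLY genes, and for its CON genes it stays open.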
